# Tempo: an unsupervised Bayesian algorithm for circadian phase inference in single-cell transcriptomics

**DOI:** 10.1038/s41467-022-34185-w

**Published:** 2022-11-02

**Authors:** Benjamin J. Auerbach, Garret A. FitzGerald, Mingyao Li

**Keywords:** Statistical methods, Computational models, Machine learning, Circadian rhythms

## Abstract

The circadian clock is a 24 h cellular timekeeping mechanism that regulates human physiology. Answering several fundamental questions in circadian biology will require joint measures of single-cell circadian phases and transcriptomes. However, no widespread experimental approaches exist for this purpose. While computational approaches exist to infer cell phase directly from single-cell RNA-sequencing data, existing methods yield poor circadian phase estimates, and do not quantify estimation uncertainty, which is essential for interpretation of results from very sparse single-cell RNA-sequencing data. To address these unmet needs, we introduce Tempo, a Bayesian variational inference approach that incorporates domain knowledge of the clock and quantifies phase estimation uncertainty. Through simulations and analyses of real data, we demonstrate that Tempo yields more accurate estimates of circadian phase than existing methods and provides well-calibrated uncertainty quantifications. Tempo will facilitate large-scale studies of single-cell circadian transcription.

## Abstract (web summary)

Previous efforts to study the circadian clock using scRNA-seq have relied on time course designs that treat cell collection time as a proxy for circadian time. Here, the authors introduce a statistical method to infer circadian timing directly from expression, enabling researchers to study circadian phase heterogeneity.

## Introduction

The circadian molecular clock is a 24 h timekeeping mechanism found in nearly every cell in humans^1^. The time of the clock, referred to as circadian phase, is determined by the mRNA and protein concentrations of the clock’s constituent genes, referred to as clock or core clock genes^2^. Clock genes are organized in a transcriptional-translational feedback loop that enables cells to maintain self-sustained ~24 h oscillations in the concentrations of clock gene mRNA. Clock gene proteins additionally interact with cell-type-specific regulatory factors to drive rhythmic transcription of genes referred to as clock-controlled genes (CCGs). It is partially through these CCGs that circadian clocks generate rhythmic cellular behaviors, such as rhythms in hepatocyte glycogenesis^3^ and vascular smooth muscle cell (SMC) contractility^4^. Though self-sustained, circadian clocks additionally rely on environmental cues, referred to as Zeitgebers (e.g., light), to update and optimize their timing via a process referred to as entrainment^5^.

Many open questions in chronobiology require single-cell resolution, such as the identification of cell-type-specific CCGs and the role of circadian phase in gating cell fate decisions. As droplet-based single-cell RNA-sequencing (scRNA-seq) measures genome-wide single-cell transcriptomes at high throughput, it has become an attractive tool with which to study many of these questions. Existing scRNA-seq studies of the clock have relied on time course designs^6–8^, in which cell clocks are presumed to be entrained by an external rhythmic stimulus, such as light. Assuming cell clocks are perfectly synchronized, sample timing over the cycle of the stimulus can be used as a direct proxy for the circadian phases of all cells in the sample. Nevertheless, this is a limiting assumption, as previous studies suggest cell circadian phases can differ by several hours within the same tissue in vivo and are determined by biological variables such as spatial location^9–12^. Furthermore, chronobiologists may be interested in studying circadian transcriptional rhythms of cells in the absence of timing cues (e.g., unsynchronized cells in a dish). Breaking this assumption requires single-cell measures of circadian phase. One approach is to estimate cell circadian phases from gene expression directly, a task referred to as unsupervised phase inference.

Several algorithms have been developed for the similar task of unsupervised phase inference for cell cycle analysis using scRNA-seq data^13–16^. However, the circadian cycle and cell cycle differ in two notable ways. First, while hundreds of “core” genes are known to oscillate over the cell cycle, many of which are highly expressed^17,18^, the core circadian clock is only comprised of ~20 moderately expressed genes^2^. Second, ~100–1000 CCGs^6–8^ oscillate in a cell-type-specific manner over the circadian cycle and the identities of these genes are often unknown ahead of time. Due to the moderate expression of circadian clock genes and the challenge in identifying CCGs, existing unsupervised phase inference methods perform poorly when tasked with ordering cells over the circadian cycle. An optimal approach for estimating circadian phase in scRNA-seq should thus identify CCGs de novo and incorporate their information into phase estimates.

Existing unsupervised phase inference approaches were mainly developed for scRNA-seq data generated by plate-based approaches (e.g., Fluidigm C1). Relative to droplet-based techniques (e.g., 10X Genomics Chromium), plate-based approaches tend to capture fewer cells and more unique transcripts per cell^19^. As such, existing approaches have three key limitations when applied to droplet-based scRNA-seq data. First, existing approaches yield poor point estimates of cell phase due to transcript likelihood distribution choices that do not closely approximate the true generative distribution of droplet-based scRNA-seq data. Second, existing approaches do not quantify the uncertainty of phase estimates. This becomes crucial for interpretation of results from very sparse droplet-based scRNA-seq data. Third, run times of existing approaches scale poorly with the number of cells, making analysis of droplet-based scRNA-seq data untenable for many applications.

To address these unmet needs, we developed Tempo, a Bayesian variational inference approach, for circadian phase inference. Tempo works well for both droplet-based and plate-based scRNA-seq data. Tempo is fast, can incorporate domain knowledge, and yields uncertainty quantifications for the estimated circadian phases. Using both simulated data with ground-truths and real scRNA-seq data, we demonstrate Tempo’s ability to achieve state-of-the-art cell phase point estimates and well-calibrated cell phase uncertainty quantifications.

## Results

### Overview of Tempo

Tempo assumes transcript counts of gene *j* in cell *i*, $${X}_{{ij}}$$, follow a Negative Binomial distribution. The mean proportion of transcript counts are presumed to follow a 24 h sinusoidal waveform, the gene expression parameters of which are assumed to be shared by all cells. Thus, the mean of transcript counts of gene *j* in cell *i* is influenced by two factors: (1) gene-specific parameters, $${\beta }_{j}$$, describing the shape of the sinusoid and (2) the cell’s circadian phase, $${\theta }_{i}$$. Given the observed data, $${{{{{\bf{X}}}}}}$$, and prior knowledge of all cell and gene parameters, $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$, we seek the posterior distribution of the cell and gene parameters, $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta}}}}}},{{{{{\boldsymbol{\beta}}}}}}|{{{{{\bf{X}}}}}}\right)$$. However, a closed-form solution for $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}},|,{{{{{\bf{X}}}}}}\right)$$ is unknown and estimation using sampling techniques is computationally burdensome. For a computationally efficient solution, Tempo instead proposes an approximate posterior distribution $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ with differentiable parameters describing its shape. Tempo estimates the true posterior, $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}|{{{{{\bf{X}}}}}}\right)$$, by maximizing its similarity with the approximate posterior, $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$, through a two-step iterative process (Fig. 1). As input, Tempo requires the observed data, $${{{{{\bf{X}}}}}}$$, prior knowledge $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$, and a list of core clock genes. Tempo uses this information to initialize a list of cycling genes, which only includes the core clock genes at initialization, and the approximate posterior, $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$. The approximate posterior $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ is formulated such that only cycling genes contribute information to the approximate posterior estimate of cell phases. In Step 1, Tempo optimizes $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ to minimize its Kullback-Leibler (KL) divergence with $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}|{{{{{\bf{X}}}}}}\right)$$ using only information from the current cycling genes. After this step, the marginal of $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ with respect to $${{{{{\boldsymbol{\theta }}}}}}$$ can be considered a rough estimate of the cell circadian phase posterior distributions based on only the current cycling genes. In Step 2, Tempo uses the cell phase posterior distributions from Step 1 to identify de novo cyclers. For the set of genes not currently identified as cyclers, approximate gene parameter distributions are fit, conditioned on the cell phase posterior distributions from Step 1. Tempo then selects de novo cycling genes as those best described by phase variation and adds them to the set of current cycling genes. Steps 1 and 2 are repeated until the core clock gene Bayesian evidence worsens or the maximum number of iterations is exceeded. The final result of the algorithm is the optimized approximate joint posterior distribution $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$, which contains information about posterior cell phases and the set of identified de novo cycling genes.

**Fig. 1:**
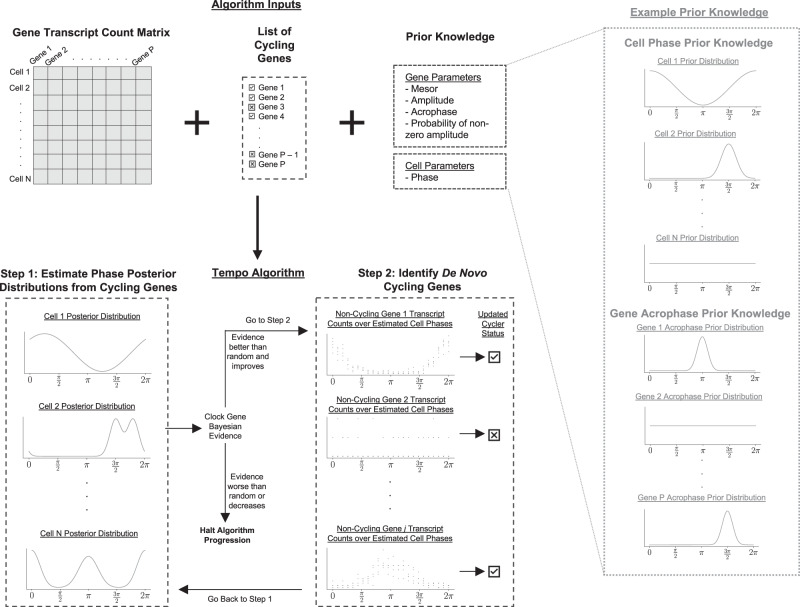
Tempo model overview. As input, users supply a cell transcript count matrix, list of cycling genes (e.g., circadian clock genes), and prior knowledge about the cell and gene parameters. Using the user-specified cycling genes, the count data and prior knowledge, in Step 1 Tempo computes approximate posterior distributions of the cell circadian phases. Using these, in Step 2 Tempo identifies de novo cycling genes with transcript counts that are well-explained by circadian phase variation. Tempo repeats Steps 1 and 2 until either the Bayesian evidence of the user-supplied cycling genes (e.g., circadian clock genes) worsens relative to previous iterations of the algorithm or is worse than random. Source data are provided as a Source Data file.

### Evaluations of Tempo on simulated data

We first assessed Tempo’s performance on simulated scRNA-seq data generated from Tempo’s Negative Binomial count model where sinusoidal gene parameters, including mesor, amplitude, and acrophase, were estimated from a light-dark cycle time course scRNA-seq dataset. This approach was used to simulate scRNA-seq datasets collected from either a single sample of unsynchronized cells or from cells sampled every 4 h over a 24 h light-dark cycle time course (i.e., ZT0, ZT6, ZT12, and ZT18). Details on the estimation of gene parameters and generative model used for simulations can be found in Methods.

Using these simulated scRNA-seq data, we first determined whether Tempo can accurately estimate circadian phase when considering only the core clock genes as input. Tempo was run using a non-informative prior over cell phases. To mimic informative but imperfect gene priors, core clock acrophase prior locations were shifted from their true values. Shifts were drawn from standard normal distributions, scaled by $$2\times \frac{12}{{{{{{\rm{\pi }}}}}}}$$ (i.e., standard deviation of 2 h), and added to the true acrophase values to yield acrophase prior locations. The prior clock acrophase scales of the Von Mises distribution were set such that the width of the 95% interval surrounding the prior acrophase locations was 4 h. Cell phase point estimate errors were visualized as empirical cumulative distribution functions (eCDFs). For both unsynchronized and time course datasets, and across a wide range of cell numbers (500–5000 cells) and library sizes (3000–20,000 median unique molecular identifiers (UMIs)), Tempo yields point estimate error eCDFs slightly worse than the optimum (Fig. 2a and Supplementary Figs. 1–9a). The optimum was obtained by computing the maximum likelihood phases using the true generative model as the likelihood model and considering all true cycling genes as input and setting gene parameters to their true values. For comparison, we analyzed the simulated data using existing unsupervised phase inference approaches with run time characteristics suitable for droplet-based scRNA-seq, Cyclops^20^ and Cyclum^16^. Cyclops and Cyclum are autoencoder neural network approaches that aim to find a circular projection that maximizes the likelihood of the data. While Cyclops and Cyclum have conceptual similarities, Cyclum uses transformed counts of the individual genes as input, while Cyclops uses principal components of the genes as input. As a baseline, we also included PCA^21^, which aims to find orthogonal, linearprojections (i.e., principal components) of the data that maximize its likelihood. Using the two principal components that explain the most variation in the data, cell phases can be estimated assuming points in this 2-D space lie along a circle. To assess the effect of feature selection, competing methods were run using two different input gene sets: first, using only the core circadian clock genes, and second, using all genes with pseudobulk UMI proportions, i.e., relative abundances, greater than 10^−5^. These competing approaches generally yielded non-random performance, but demonstrated a stark decrease in performance for data with smaller library sizes. As additional baselines, we also compared different methods to two naïve approaches: (1) drawing cell phases from a circular uniform distribution, and (2) drawing cell phases from a single point.

**Fig. 2:**
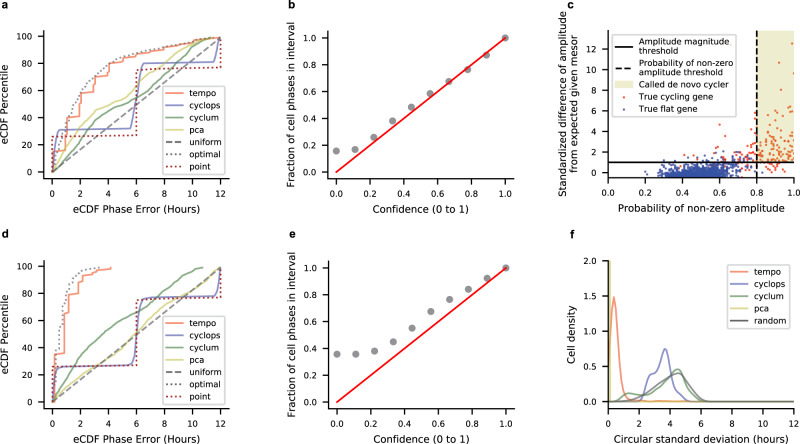
Results on a simulated scRNA-seq dataset of 1000 cells collected at CT0, CT6, CT12, and CT18 with mean library size of 10,000 UMI. **a** Empirical cumulative distribution function (eCDF) of the errors for each method’s cell phase point estimates, where all methods were run using the true core clock genes as input. **b** Calibration of Tempo’s uncertainty estimates when run using the true core clock genes as input. **c** Tempo’s de novo cycler detection procedure. The *x*-axis represents the maximum a posteriori (MAP) fraction of samples with non-zero amplitude for a given gene, and captures whether a gene is better described by sinusoidal or flat variation over the circadian cycle. The *y*-axis statistic measures deviation of a gene’s MAP amplitude from its expected MAP amplitude given its MAP mesor, reported in terms of a Pearson residual. Large positive values indicate a gene has a larger amplitude than expected given its mesor. Details of the Pearson residual computation can be viewed in Supplementary Methods 8. **d** eCDF of the errors for method cell phase point estimates, where methods were run considering all genes as input. **e** Calibration of Tempo’s uncertainty estimates when run considering all genes as input. **f** Method stability analysis. Methods were run five times (considering all genes as input) on the dataset. The circular standard deviation of predictions for each cell was computed and visualized as a distribution. Source data are provided as a Source Data file.

We further probed whether the uncertainty quantifications associated with Tempo’s phase estimates using the core clock genes alone were well-calibrated. We assessed the relationship between the confidence of the approximate posterior’s credible interval and the corresponding fraction of intervals containing the true cell phase. Credible intervals were computed using the Highest Density Region approach^22^. Encouragingly, this analysis (Fig. 2b and Supplementary Figs. 1–9b) suggests Tempo’s uncertainty quantifications are well-calibrated for both unsynchronized and time course data. Tempo’s credible intervals are slightly conservative, which reflects the propagation of uncertainty from the gene parameters.

Given that Tempo can estimate cell phase from the core clock genes alone, we next assessed the feasibility of de novo cycler detection and the potential use of de novo cyclers to improve cell phase point estimates. Tempo was run on the simulated datasets considering all genes as input so that de novo cyclers could be detected and included into cell phase estimates. For comparison, Cyclops, Cyclum, and PCA were run considering all genes as input. For both unsynchronized and time course datasets, and across a range of simulation settings, Tempo identifies de novo cycling genes with high specificity and sensitivity (Fig. 2c and Supplementary Figs. 1–9c). Notably, incorporating de novo cyclers with core clock genes improves cell phase point estimates (Fig. 2d and Supplementary Figs. 1–9d). In comparison, competing methods did not see a significant improvement in point estimates when considering all genes as input. Phase uncertainties remained well-calibrated, albeit more conservative, when incorporating de novo cyclers (Fig. 2e and Supplementary Figs. 1–9e). This suggests that de novo cycler detection can be a valuable tool for circadian phase estimation.

We further assessed the stability of Tempo’s predictions. Tempo’s results are stochastic due to the sampling required to compute the objective function for both cell phase estimation and de novo cycler detection. It is crucial to validate that the default number of samples used to compute the objective function yields stable results. To assess method stability, methods were run on the same simulated dataset multiple times. For each method, the circular standard deviation (reported in hours) of all cells was computed and visualized as a distribution. For comparison, circular standard deviation distributions were also computed by randomly drawing cell phases from a circular uniform distribution. Tempo’s median circular standard deviation was less than 1 h for all simulation settings for which stability was evaluated (Fig. 2f and Supplementary Figs. 1f, 2f and 7f). Of note, Cyclum and Cyclops yielded highly unstable results for the simulation settings evaluated.

Lastly, we evaluated how Tempo’s assumption of pure 24 h component sinusoidal waveforms affects its performance on simulated data with more realistic waveforms. To assess this, simulated data were generated using waveforms from a bulk aorta circadian time course RNA microarray dataset sampled every 2 h over 48 h generated by Zhang et al.^23^. JTKCycle^24^ was run on these data with a fixed period of 24 h, and genes with Benjamini-Hochberg *q* values <0.05 were considered true positive cyclers. In total, 4800 cells were simulated with a median library size of 5000 UMIs. As a general measure of each gene’s temporal signal, we computed the likelihood ratio of the true waveform over a flat waveform (Fig. 3a). Moreover, for each true cycling gene we computed the strength of the 24 h sinusoidal component relative to other sinusoidal components. We refer to this metric as the circadian FFT fraction. Further details on the simulations and analysis can be viewed in Methods. Our analyses suggest the waveforms of the core circadian clock genes are among the most similar to pure 24 h sinusoids (Fig. 3b). Tempo’s phase point estimates made based on the core clock genes are largely unaffected when using their true waveforms, as errors closely mirror that of the theoretical optimum (Fig. 3c). Moreover, cell phase uncertainties remain well-calibrated (Fig. 3d). Running Tempo with de novo cycler detection, Tempo called 25 de novo cycling genes, all of which were true cyclers. The called de novo cyclers were among the true cycling genes with the most temporal signal (Fig. 3e). The waveforms of called de novo cyclers had modestly stronger 24 h sinusoidal components than those of all true cyclers (Fig. 3f). However, the waveforms of called cyclers had notably less pure 24 h sinusoidal components than those of the core circadian clock genes *Dbp*, *Nr1d1*, and *Arntl*. Undetected cycling genes with similar temporal strength to that of the detected cycling genes demonstrate similarly pure 24 h sinusoidal components (Supplementary Fig. 3g). This suggests that Tempo’s 24 h sinusoidal component assumption likely does not strongly affect de novo cycler detection sensitivity. On these data, incorporation of de novo cyclers improves Tempo’s cell phase point estimates (Fig. 3h). For example, 62% of estimates lie within 3 h of the true cell phase based on the clock alone; this improves to 72% when incorporating de novo cyclers. However, unlike the results on the data simulated with pure 24 h component sinusoidal waveforms, results on these data suggest Tempo’s point estimates incorporating de novo cyclers are suboptimal. Incorporation of de novo cyclers yields uncertainty estimates that remain well-calibrated (Fig. 3i). Altogether, these results suggest Tempo’s assumption of 24 h component sinusoidal waveforms is reasonable for estimating cell phase from the core circadian clock genes and for de novo cycler detection. However, this assumption is suboptimal for using de novo cyclers to improve phase estimates.

**Fig. 3:**
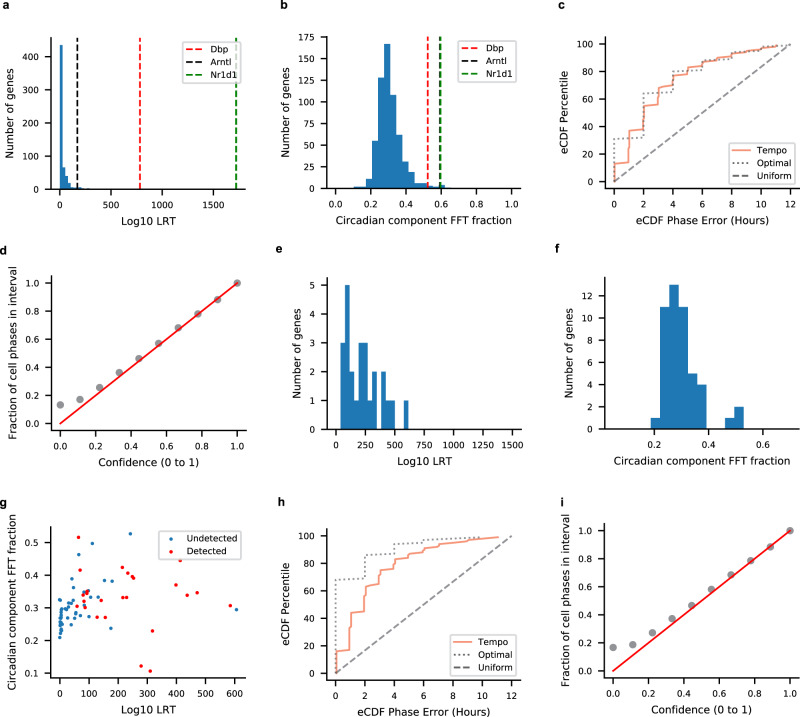
Tempo results on simulated scRNA-seq with realistic waveforms. **a** Distribution of true cycler temporal signal strength, measured according to the likelihood ratio test statistic (LRT) of the true waveform vs. a flat waveform. **b** Distribution of true cycler 24 h sinusoid component strength, measured according to the circadian fast Fourier transform (FFT) fraction. **c** eCDFs of the error of Tempo’s cell phase point estimates and **d** uncertainty calibration when run with the core clock genes alone. **e** Distribution of de novo cycler temporal signal strength. **f** Distribution of the strength of the 24 h sinusoidal component for genes called as de novo cyclers by Tempo. **g** Bivariate distributions of cycler temporal strength and 24 h sinusoidal component strength for true cyclers detected or undetected as de novo cyclers. **h** eCDFs of the error of Tempo’s cell phase point estimates and **i** uncertainty calibration when run with the core clock genes and de novo cyclers. Source data are provided as a Source Data file.

### Tempo accurately estimates circadian phase from real scRNA-seq data

While encouraged by Tempo’s performance on the simulated data, Tempo’s likelihood distribution exactly matches the generative distribution of the simulated data. In this sense, Tempo’s superior performance relative to other methods is, perhaps, unsurprising. We next assessed whether the quality of Tempo’s circadian phase estimates generalized to real droplet-based scRNA-seq data. 

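Whole aortas of male C57BL/6J mice held in a light-dark cycle were dissociated at ZT0, ZT6, ZT12 and ZT18, 2 mice per time point. The sample labels name the strain C57BL6 in 2 of the 5 sequencing runs, and in the other 3 runs C57BL6, C57BL7, C57BL8 and C57BL9 in the order of the time points. The cells of a time point were pooled into 1 suspension, barcoded in droplets with the 3' v3.1 chemistry named in the labels, and sequenced in 5 runs. The runs repeat the same suspension, so each time point has 1 library and no replicate. The authors counted unique molecular identifiers (UMIs), which tag each captured transcript, with Cell Ranger, and removed shallow cells, cells with many mitochondrial reads and doublets found by Scrublet. They then clustered the cells and gave the raw UMI counts of 32285 genes as 1 matrix per cell type and time point, 16 matrices in all, with the runs summed. The genome build is not given in the sources used here, so genes are identified by symbol and Ensembl identifier alone. The 4 libraries held 67005041, 78137186, 73227432 and 98989018 UMIs in 4694, 5409, 5183 and 7287 cells, from ZT0 to ZT18. For each cell type and library, UMIs were summed over cells and expressed per 10000 UMIs of that sum. A sinusoid with a 24 h period was fitted to the logarithm of the expected counts of each gene, with the total UMIs as offset and Poisson counts. Its amplitude, in natural logarithm units, and its acrophase, the time of the peak, are reported. Intervals are 95% intervals, and these and the limits given for a count of 0 cover counting error only. With 1 library per time point, no test was made between time points, and a difference between libraries from any other source enters the fitted rhythm. The 18 core clock genes of the paper's list were used throughout.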

We generated a deeply sequenced scRNA-seq dataset using the 10X Genomics Chromium platform from mouse aorta collected every 4 h (i.e., ZT0, ZT6, ZT12, and ZT18) over a 24 h light-dark cycle. This high-quality dataset yielded 18,863 vascular SMCs, 3135 fibroblasts, 288 endothelial cells, and 287 macrophages with median library sizes of 13,646, 7412, 6846.5, and 7389 UMIs, respectively. 

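The matrices named for SMCs and fibroblasts held 18863 and 3135 cells, those named for endothelial cells 287, and those named for macrophages 288. The median library size was 13646 UMIs in SMCs (95% interval 13575 to 13718, from binomial order statistics), 7412 in fibroblasts (7211 to 7640), 7389 in the endothelial matrices (6860 to 8302) and 6846.5 in the macrophage matrices (6256 to 7730). SMCs made up 81.8% of the cells at ZT0 (exact binomial interval 80.7% to 82.9%), 81.1% at ZT6, 83.1% at ZT12 and 86.9% at ZT18 (86.1% to 87.6%). Without the 5% of cells with the most UMIs in each matrix, the setting that was tried against doublets, the median fell to 13411 in SMCs and to 7114 in fibroblasts.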

To benchmark Tempo on this dataset, we compared its performance with Cyclops, Cyclum, and PCA. To assess the effect of feature selection, competing methods were run using two different input gene sets: first, using only the core circadian clock genes, and second, using all genes (with pseudobulk UMI proportions greater than 10^−5^) to evaluate if including de novo cyclers helps cell phase estimates. Tempo was run using a non-informative prior over cell phases. Additional details on the initialization of the core clock gene priors are provided in Methods. 

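The predictions rest on clock transcripts whose levels differed between the 4 libraries. In SMCs, Arntl (ENSMUSG00000055116) stood at 0.282 UMIs per 10000 at ZT0 (exact Poisson interval 0.269 to 0.296), 0.0458 at ZT6, 0.00136 at ZT12 (0.000623 to 0.00259) and 0.0521 at ZT18. Nr1d1 (ENSMUSG00000020889) was highest at ZT6, with 1.43 UMIs per 10000 (1.40 to 1.46), and lowest at ZT18, with 0.0666 (0.0614 to 0.0721). Dbp (ENSMUSG00000059824) was highest at ZT12, with 3.27 UMIs per 10000 (3.22 to 3.31), and lowest at ZT0, with 0.0820 (0.0750 to 0.0896). Tempo, Cyclops and Cyclum were not run here. Phases were estimated instead with a clock model written for these data, which alternates between cell phases on a grid of 24 phases and a log-linear sinusoid with negative binomial counts for each of the 18 clock genes. Its acrophase priors had 95% intervals 2 h wide, as the paper's had, but were centred on the acrophases at collection phase of SMCs, or of fibroblasts where SMCs were studied, and not on bulk liver. Since those cells come from the same libraries, the priors carry the collection times. The circular mean of the estimated SMC phases was 22.9 h in the ZT0 library, 5.69 h in the ZT6 library, 11.9 h in the ZT12 library and 18.9 h in the ZT18 library. In macrophages the means were 21.4 h, 23.9 h, 9.21 h and 19.8 h in the same order.

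**Figure D1:**
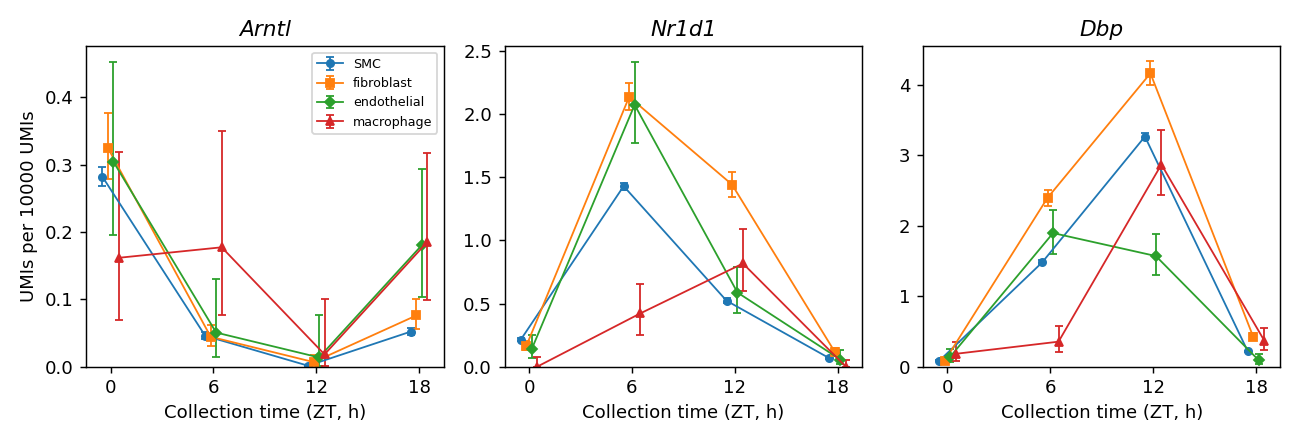
Summed UMIs of Arntl, Nr1d1 and Dbp per 10000 UMIs (vertical axes) against collection time in hours (horizontal axes) in SMCs, fibroblasts, endothelial cells and macrophages, each point 1 library with its exact Poisson 95% interval, set slightly apart along the time axis to separate the cell types. In SMCs Arntl falls from 0.282 at ZT0 to 0.00136 at ZT12, and Dbp rises from 0.0820 at ZT0 to 3.27 at ZT12.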

The resulting cell phase predictions for each individual time point can be viewed in Fig. 4 and Supplementary Figs. 10–13.

**Fig. 4:**
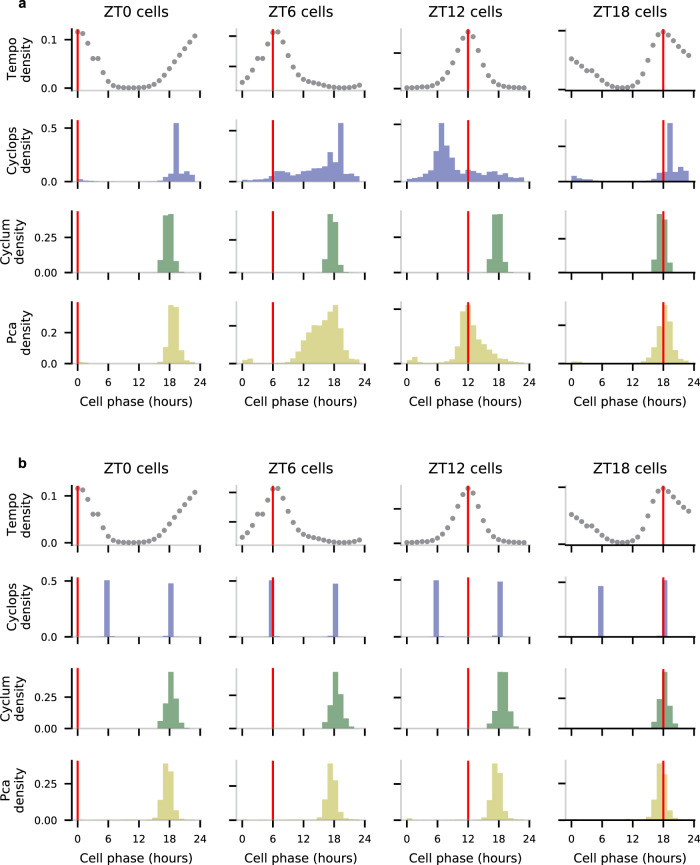
Density of method cell phase predictions for aorta SMCs at various sample collection times, reported in terms of Zeitgeiber time (ZT). Tempo’s densities represent the pseudobulk approximate posterior distributions at each sample collection time point. Competing method densities represent method point estimates. Vertical red lines represent the anticipated cell phase given the sample collection time. **a** Method cell phase predictions densities when run using only the core clock genes. **b** Method cell phase predictions densities when run using all genes as input. Source data are provided as a Source Data file.

As a diagnostic tool, Tempo measures the Bayesian evidence of core clock expression associated with the estimated parameters. Tempo compares this relative to the evidence associated with random parameters estimated on a permuted core clock count matrix, and summarizes improvement over random via their ratio, also referred to as the Bayes factor. Further details of this procedure can be viewed in Supplementary Methods 6 and 7. Bayes factors greater than 1 indicate improvement over random. This diagnostic tool suggests Tempo’s predictions on these data were highly non-random. The Bayes factors were 10^17,896^, 10^2257^, 10^110^, and 10^184^ for the SMCs, fibroblasts, endothelial cells, and macrophages, respectively.

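An analogue of this ratio, not the same quantity, was computed with the clock model. The proportions of each clock gene were permuted between cells, counts were redrawn at each cell's depth, and the model was fitted again, so that the 2 likelihoods belong to different counts. The log10 ratio of the likelihood of the observed counts to that of the redrawn counts was -828 in SMCs, -1072 in fibroblasts, -79.3 in endothelial cells and -140 in macrophages. With Poisson counts in place of negative binomial counts it changed sign in all 4 cell types, to 58597, 4340, 1950 and 125. An alternative chosen after the first values had been seen scored the parameters fitted to the redrawn counts on the observed counts, and gave 11979, 1899, 164 and 89.8. Parameters fitted to the observed counts score those counts higher almost by construction, so the sign of this alternative tests nothing.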

For each cell type, we first compared the circadian phase point estimates of individual cells to their sample collection phase in the light-dark cycle. The distribution of the difference between the two phases over all cells was visualized as an eCDF (Fig. 5a and Supplementary Figs. 14–20a). 

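Using the 18 clock genes, the clock model's phases had a median absolute error of 2 h from collection phase in SMCs and 2 h in fibroblasts, 3 h in endothelial cells and 3 h in macrophages, on a grid of 1 h steps. The shift that gave the smallest total error was 0 h in SMCs and fibroblasts, 2 h in endothelial cells and 21 h in macrophages, and without any shift the macrophage median was 4 h. The mean error was 2.54 h in SMCs, 3.20 h in fibroblasts, 3.41 h in endothelial cells and 4.47 h in macrophages. As a reference, gene parameters were fitted at collection phase in a random part of the cells and used to decode the rest, which gave medians of 2 h, 2 h, 2 h and 4 h. For cells simulated at exactly their collection phase with the same depths, the clock model's median error was 1 h in SMCs, 2 h in fibroblasts and in endothelial cells, and 3 h in macrophages. Their counts followed the fitted sinusoid and their priors were centred on the acrophases of the draw, which favours a small error. No alternative moved a median by more than 1 h: the 7 clock genes whose circadian FFT fraction, the 24 h component's share of the summed amplitudes, is above 0.5 in the paper's bulk data, for example, gave 3 h in fibroblasts and 4 h in macrophages.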

For all cell types and input gene sets, Tempo’s point estimates demonstrate a substantial improvement over the alternative approaches we analyzed (Table 1). Moreover, on these data Tempo demonstrates well-calibrated uncertainties (Fig. 5b and Supplementary Figs. 14–20b), suggesting its uncertainty quantification is meaningful and can aid interpretation of results.

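For the clock model, the collection phase lay inside the interval of confidence 0.5 for 44.6% of SMCs (exact binomial interval 43.9% to 45.3%), 42.5% of fibroblasts, 35.2% of endothelial cells and 28.5% of macrophages. At confidence 0.9 it lay inside for 80.3% of SMCs (79.7% to 80.9%), 76.6% of fibroblasts, 68.3% of endothelial cells (62.6% to 73.6%) and 65.3% of macrophages (59.5% to 70.8%). In the cells simulated at their collection phase, the shares at confidence 0.9 were 91.2%, 90.7%, 90.6% and 84.4% in the same order. Those counts were drawn from the sinusoid that was then fitted, with priors centred on the acrophases of the draw. The real cells had priors from another cell type, so the gap does not measure phase spread alone. Poisson counts moved the shares of SMCs and fibroblasts most, to 76.4% of SMCs and 73.0% of fibroblasts at confidence 0.9. These shares use unshifted phases, while the smallest phase error took a shift of 2 h in endothelial cells and 21 h in macrophages. The intervals also hold the gene parameters fixed, where the paper says that Tempo's reflect their uncertainty.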

**Fig. 5:**
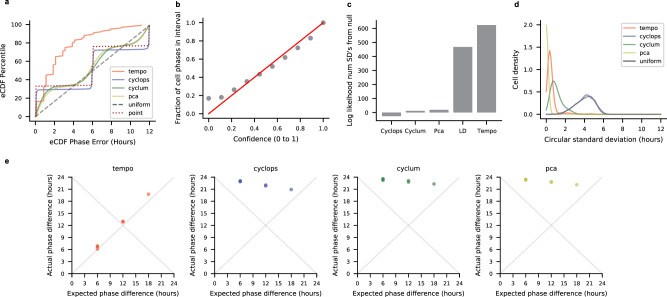
Method results (considering all genes as input) on light-dark cycle aorta smooth muscle cells. Treating the sample collection phase in the light-dark cycle as the true cell circadian phases: **a** eCDF of the errors for each method’s cell phase point estimates, **b** Calibration of Tempo’s uncertainty estimates. **c** Method out of sample core clock gene likelihood analysis. LD corresponds to treating sample collection times as the true cell phases. Out of sample core clock likelihoods were computed for each method, and reported in terms of standard deviations from the median of a distribution of likelihoods associated with phase assignments drawn from a random uniform distribution. **d** Method stability analysis. Each methods was run five times on the dataset. The circular standard deviation of predictions for each cell was computed and visualized as a distribution. **e** Method relative shift analysis. Each dot represents a pair of sample collection times in the light-dark cycle (e.g., all six possible pairs of ZT0, ZT6, ZT12, ZT18), and conveys the relationship between the expected phase difference between a pair of time points and the actual phase difference for each method. As the phase difference is a circular random variable, methods with points lying along either *y* = *x* or *y* = 24 − *x* denote perfect performance. Source data are provided as a Source Data file.

**Table 1:** Comparison of method median phase error in hours

Method	Gene set	Aorta SMCs	Aorta fibroblasts	Aorta endothelial cells	Aorta macrophages	Liver hepatocytes
Tempo	All	1.88 (0.03)	2.53 (0.36)	3.39 (0.4)	2.99 (0.01)	3.78 (0.39)
Cyclops	All	5.73 (0.29)	5.84 (0.08)	5.65 (0.54)	5.35 (0.24)	4.66 (0.3)
Cyclops	Core clock	4.62 (1.22)	4.17 (0.74)	5.72 (0.03)	4.08 (0.14)	4.26 (0.27)
Cyclum	All	5.47 (0.44)	5.79 (0.13)	5.74 (0.23)	5.69 (0.31)	5.15 (0.53)
Cyclum	Core clock	5.52 (0.35)	4.79 (0.69)	5.0 (0.45)	4.18 (0.31)	5.65 (0.42)
PCA	All	5.69 (0.0)	6.0 (0.0)	5.84 (0.0)	5.64 (0.0)	5.75 (0.0)
PCA	Core clock	3.39 (0.0)	3.99 (0.0)	5.58 (0.0)	4.41 (0.0)	5.91 (0.0)

Entries denote the mean of median phase errors across five independent runs for each method (in hours). Parenthetical values denote the standard deviation of median phase errors across the five runs (in hours). Of note, PCA is deterministic and its predictions do not differ between runs.

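PCA was computed here on log1p of UMIs per 10000, centred and not scaled, since the paper's text does not name the preprocessing, and the phase of a cell was the angle of its first 2 components after the best shift and direction. With the 18 clock genes the median error was 2.19 h in SMCs (95% interval 2.15 to 2.23 h), 2.96 h in fibroblasts (2.79 to 3.16 h), 3.02 h in endothelial cells (2.58 to 3.47 h) and 3.12 h in macrophages (2.90 to 3.42 h). With all genes whose pseudobulk proportion is above 1e-05, between 7854 and 8593 genes per cell type, it was 5.67 h, 5.71 h, 5.52 h and 5.62 h. In SMCs the direction moved the clock gene error most, to 5.09 h when read in the opposite direction, and in macrophages the 7 clock genes moved it most, to 5.16 h.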

Phase inference methods were also applied to time course droplet-based scRNA-seq data of 18,378 mouse hepatocytes from Droin et al.^6^. Tempo’s predictions on these data were also better than random, as the ratio of Tempo’s core clock expression Bayesian evidence over random was 10^1761^. On these sparser data (median library size of 1965 UMIs), Tempo again demonstrates improved point estimates over competing methods and well-calibrated uncertainties (Supplementary Figs. 21 and 22a, b).

The above evaluations assume each cell’s circadian phase is equal to its sample collection phase in the light-dark cycle. While we anticipate the true cell phase is close to the sample collection phase in young, healthy mice, the collection phase may not exactly equal the true circadian phase of individual cells if they are imperfectly synchronized. As such, the point estimates were evaluated on light-dark cycle data according to two additional criteria independent of single-cell phase ground truths. First, the difference between cell phase estimate distributions for any pair of sample collection phases should equal the difference in the collection phases. Based on this rationale, we calculated the expected relative shift in phase distributions across pairs of sample collection times and their respective cells. As shown in Fig. 5e and Supplementary Figs. 14–16e, 17–22d, Tempo recapitulated the expected relative shift for all cell types. 

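For the clock model, the difference between the mean phases of 2 libraries departed from the difference in collection time by a median of 0.992 h over the 6 pairs in SMCs, with a largest departure of 1.98 h. The median departure was 1.44 h in fibroblasts (largest 2.89 h) and 1.53 h in endothelial cells (largest 3.05 h). In macrophages it was 3.97 h, and the largest departure, 7.95 h, was between ZT6 and ZT18. Each pair compares 1 library with 1 other, and 4 libraries give 3 independent differences. Without acrophase priors the macrophage median was 6.23 h.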

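For PCA on the clock genes, the median departure over the 6 pairs was 2.03 h in SMCs, 2.30 h in fibroblasts, 2.76 h in endothelial cells and 4.66 h in macrophages. For PCA on all genes above the proportion minimum it was 7.17 h, 7.81 h, 6.70 h and 7.60 h.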

Alternative approaches often did not capture the anticipated relative phase shift between sample collection times, regardless of whether they were run with the core clock genes or the full gene set. Second, the method with phase estimates closest to the truth should best explain core clock expression, in terms of likelihood. Moreover, phase estimate parameters should generalize to explaining the expression of clock gene transcripts in unseen cells. As such, each method was evaluated for their ability to explain core clock expression on a holdout set of cells, as measured by the likelihood of core clock expression using the method’s cell phase estimates (Fig. 5c and Supplementary Figs. 14–16c). Details of the computation of holdout cell core clock expression likelihood can be viewed in Methods. Tempo explained holdout clock expression the best across all cell types evaluated. 

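The likelihood of clock counts in the 13863 SMCs and 1635 fibroblasts held out was computed with gene parameters fitted to 5000 and 1500 training cells at the phases each method gave them. It is expressed in SDs above the median of 50 sets of uniform random phases, where the SD is that of the random sets and not of samples. PCA on the clock genes reached 887 SDs in SMCs and 129 SDs in fibroblasts, and the clock model 966 and 145 SDs. With the 7 clock genes of high circadian FFT fraction, the alternative that moved these most, the clock model reached 1800 SDs in SMCs and 286 SDs in fibroblasts. In every setting tried the clock model stood above PCA. The paper reasons that the phases closest to the truth should best explain clock expression, in unseen cells as well, and ranks the methods on that ground.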

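With collection time taken as the phase of every cell, the held-out likelihood stood 647 SDs above random phases in SMCs and 77.8 SDs in fibroblasts. The clock model exceeded collection phase by 319 SDs in SMCs and by 67.3 SDs in fibroblasts, and PCA on the clock genes by 240 SDs and 51.1 SDs. The phases of held-out cells are estimated from the same counts that are then scored. When the clock UMIs of each cell were divided at random into 2 parts, phases estimated from 1 part gave that part a higher likelihood than collection phase in 10 of 10 divisions of the SMCs. They gave the other part a lower likelihood in all 10, with a median log likelihood difference of -2398 (lowest -2607, highest -2199). In fibroblasts the difference on the other part was also below 0 in all 10 divisions, with a median of -68.6 (lowest -127, highest -24.3). Fewer UMIs per part also make the estimated phases less precise than phases from all UMIs.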

Intriguingly, for the aorta SMCs and fibroblasts, Tempo explains core clock expression better than sample collection phase. This suggests Tempo may meaningfully identify out-of-phase cells collected over light-dark cycles.

The stability of point estimates was assessed by running each method five times on each dataset. For each method, the circular standard deviation (reported in hours) of all cells was computed and visualized as a distribution (Fig. 5d and Supplementary Figs. 14–16d, 17–22c). For comparison, circular standard deviation distributions were also computed by randomly drawing cell phases from a circular uniform distribution. 

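The clock model was started 5 times from different random gene parameters. With the acrophase priors, the starting acrophases were drawn from those same narrow priors, so a small spread was largely built in. The mean circular distance of a cell's phase from its mean over the 5 starts had a median of 0 h in each of the 4 cell types, and exceeded 1 h in 0.371% of SMCs, 0.287% of fibroblasts and 0% of macrophages. Without acrophase priors the median was 3.30 h in SMCs. The starts can then end in different rotations or directions of the same order, which was not told apart from different orders.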

Tempo’s median circular standard deviation was less than 1 h for all datasets, with exception of the aorta endothelial cells. 

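In endothelial cells no cell's mean distance over the 5 starts exceeded 1 h (0%). Without acrophase priors it exceeded 1 h in 100% of endothelial cells, with a median of 3.44 h. The share without priors was also 100% in SMCs, fibroblasts and macrophages, so it does not set endothelial cells apart.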

For the endothelial cells, 27% of cells had circular standard deviations <1 h (Supplementary Fig. 23a). Cells with higher posterior certainty had more stable estimates (Supplementary Fig. 23b) than cells with less certainty (Supplementary Fig. 23c). Relative to the SMCs and fibroblasts, the endothelial cells had many fewer cells (18,863, 3135 fibroblasts, and 288 cells for SMCs, fibroblasts, and endothelial cells, respectively). As such, Tempo’s relative instability on the endothelial cells could be partially explained by the small cell counts. Nonetheless, it was unexpected that the endothelial cell predictions were more unstable than that of the macrophages, as the data for the two cell types had similar technical characteristics; the data for the two cell types had similar cell counts (288 and 287 cells for endothelial cells and macrophages, respectively) and median library sizes (6846.5 and 7389 UMI for endothelial cells and macrophages, respectively). 

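The endothelial matrices held 66 to 78 cells per library and 3197594 UMIs in all, and the macrophage matrices 61 to 80 cells per library and 2198171 UMIs. A median endothelial cell had UMIs of 2664 genes and a median macrophage of 2388 genes. The median share of mitochondrial UMIs was 3.73% in endothelial cells and 2.92% in macrophages.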

Further inspection suggested that stability differences between the two cell types may be explained by weaker core circadian clock expression in endothelial cells. 

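The endothelial and macrophage sums of the same 4 libraries were compared with edgeR's quasi-likelihood test, with library as a block, TMM normalization and Benjamini-Hochberg adjustment, so that the 4 libraries serve as replicates. Of 8046 genes tested, 1769 were higher in endothelial cells and 1889 higher in macrophages at an adjusted p of 0.05. Of the 13 clock genes tested, 4 were higher in endothelial cells and 1 higher in macrophages, and the counts adjusted over the list alone were the same. Cry2 (ENSMUSG00000068742) had a log2 fold change of endothelial cells over macrophages of 1.56 (standard error 0.309, adjusted p = 0.00205 from edgeR, higher in 4 of 4 libraries), and its mean was 0.393 ± 0.0313 UMIs per 10000 (SD, n = 4 libraries) against 0.122 ± 0.0612. Tef and Hlf were also higher in endothelial cells in 4 of 4 libraries, by 1.26 and 1.40 on the log2 scale (edgeR adjusted p = 0.00541 and 0.00420), and so was Bhlhe40, by 0.83 (adjusted p = 0.0337). Per1 (ENSMUSG00000020893) had a log2 fold change of -1.36 (standard error 0.259, edgeR adjusted p = 0.00156, higher in macrophages in 4 of 4 libraries). Arntl, Nr1d1 and Dbp did not pass the threshold, with log2 fold changes of -0.14, 1.01 and -0.15 (edgeR adjusted p = 0.827, 0.145 and 0.842). Without the ZT12 library that of Nr1d1 was 2.40 and past the threshold (edgeR adjusted p = 0.00218). It was also past it, at 1.04, without the filter on low counts. Without the ZT6 library that of Nr1d1 fell to 0.12 (edgeR adjusted p = 0.91). Without the same library that of Dbp was -1.13 and past the threshold (edgeR adjusted p = 0.0107). The direction of Arntl changed without ZT6, to 0.27, and that of Dbp without ZT12, to 0.52, and without ZT18, to 0.22. Among the 4 genes higher in endothelial cells, Tef was no longer past the threshold without the library block (1.17) and Hlf under DESeq2 (1.34). Bhlhe40 was not past it without the block (0.86), under DESeq2 (0.90), without ZT6 (0.72) or without ZT18 (0.64). Without the library block 2 clock genes were higher in endothelial cells and 1 in macrophages, and without the ZT18 library the counts were also 2 and 1. Without the filter on low counts they were 6 and 2.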

Core clock gene transcripts were detected in a smaller fraction of endothelial cells and had smaller pseudobulk means, suggesting smaller mesors in endothelial cells (Supplementary Fig. 23d, e). Moreover, clock gene transcripts exhibited smaller standard deviations (Supplementary Fig. 23f), suggesting smaller amplitudes in endothelial cells. 

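Over all 18 clock genes, the mean of the 4 libraries was higher in endothelial cells for 13 genes and in macrophages for 5. Summed over the 18 genes, clock expression was 6.85 ± 3.20 UMIs per 10000 (SD, n = 4 libraries) in endothelial cells and 5.12 ± 2.99 in macrophages, higher in endothelial cells in 3 of 4 libraries (two-sided exact sign-flip permutation test, p = 0.375, where the smallest p that 4 libraries allow is 0.13). The mean difference of 1.73 rests on the ZT6 library, without which it was 0.225. Cells were thinned to 2000 UMIs to compare detection at 1 depth, which left 264 endothelial cells and 255 macrophages. At least 1 clock gene UMI was then found in 69.3% of endothelial cells (exact binomial interval 63.4% to 74.8%) and 56.5% of macrophages (50.1% to 62.6%). The share of cells with a UMI was higher in endothelial cells for 11 clock genes and in macrophages for 7, and the intervals lay apart for 3 genes, all higher in endothelial cells. Thinned to 4000 UMIs, the intervals lay apart for 4 genes higher in endothelial cells and 1 higher in macrophages, Per1. Unthinned, at median depths of 7389 and 6846.5 UMIs, the shares were higher for 15 and 3 genes, and the intervals lay apart for 11 and 2, the 2 being Per1 and Bhlhe41. RNA outside cells, or an SMC in the same droplet, can also give UMIs, and the SMC transcript Acta2 was found in 65.5% of the thinned endothelial cells and 64.3% of the thinned macrophages.

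**Figure D2:**
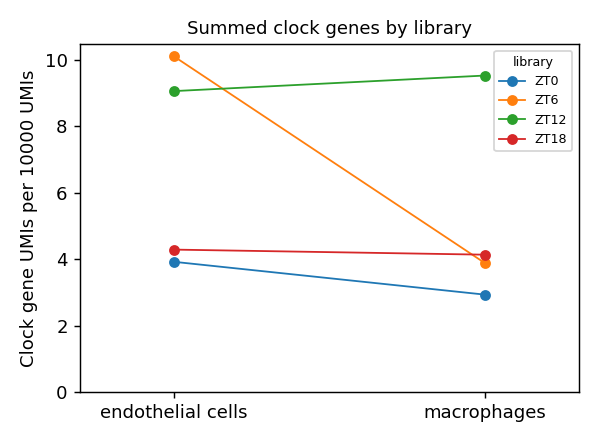
Summed UMIs of the 18 core clock genes per 10000 UMIs (vertical axis) in endothelial cells and macrophages (horizontal axis), with a line joining the 2 values of each of the 4 libraries. The endothelial value is the higher one in 3 libraries, and at ZT12 the macrophage value is higher, with an endothelial minus macrophage difference of -0.469.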

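The SD over cells of UMIs per 10000 was higher in endothelial cells for 12 of the 18 clock genes and higher in macrophages for 6, with medians over the genes of 0.859 and 0.740. Since counting alone gives an SD that grows with the mean, the Poisson expectation was also subtracted from the variance, and the remaining SD was higher in endothelial cells for 10 genes, higher in macrophages for 5, and set to 0 in both for 3 genes whose variance did not exceed the Poisson expectation. Leaving out the 5% of cells with the most UMIs did not change these 4 tallies of higher genes. At collection phase, Nr1d1 had the largest amplitude in endothelial cells among the clock genes with UMIs in every library, 2.04 (1.74 to 2.46), with an acrophase of 7.31 h. In macrophages, where Nr1d1 had 0 UMIs at ZT0 and ZT18 (which allows up to 0.0606 and 0.0428 UMIs per 10000), its level at ZT12 was 0.817 UMIs per 10000 (exact Poisson interval 0.596 to 1.09), and no amplitude can be given. The amplitude of Dbp was 1.93 (1.65 to 2.33) in endothelial cells and 1.80 (1.53 to 2.15) in macrophages, with acrophases of 8.71 h and 11.9 h. That of Arntl was 1.48 (0.991 to 2.61) in endothelial cells, from 45 UMIs, and 0.576 (0.263 to 1.21) in macrophages, from 30 UMIs. Some other clock genes had the larger amplitude in macrophages. Tef had 0.702 (0.570 to 0.861) in endothelial cells and 1.15 (0.828 to 1.55) in macrophages, and Per3, Cry2 and Bhlhe40 went the same way. For Dbp, Arntl and each of these genes the intervals of the 2 cell types overlapped. The smallest endothelial amplitude was that of Clock, 0.0195, below its resampled interval of 0.0269 to 0.319 because resampling adds counting noise. The smallest in macrophages was that of Cry1, 0.0711 (0.0599 to 1.14), from 17 UMIs.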

In general, Cyclop’s and Cyclum’s estimates were unstable, and their circular standard deviation distributions heavily overlapped with the circular uniform distribution for many of the cell types and sets of input genes. However, Cyclum’s stability was notably dataset dependent, as it showed good stability on the aorta SMCs. As such, Cyclum’s stability may heavily depend on the dataset characteristics and choice of hyperparameters.

### Tempo identifies de novo cycling genes from real scRNA-seq data

De novo cycling genes were called by Tempo for all real datasets. 

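Without replicates of a time point no count of cycling genes was made here, and genes were ranked by their amplitude at collection phase. Outside the clock list, 7841 genes in SMCs, 6838 in fibroblasts, 1261 in endothelial cells and 746 in macrophages had at least 400 UMIs and a pseudobulk proportion above 1e-05. In SMCs the largest amplitude was that of Hbb-bs (ENSMUSG00000052305), 2.87, from 5062 UMIs at ZT18 of which 2 cells held as many as all others together. It was followed by Fkbp5 (ENSMUSG00000024222) with 1.46 and an acrophase of 12.7 h, Tcap (ENSMUSG00000007877) with 1.24 and 9.64 h, Zbtb16 with 1.20 and 11.3 h, and Zdhhc23 with 1.08 and 13.9 h. UMIs of these 4 genes in their highest library were spread over 1233 to 3903 cells. In fibroblasts the order was Ptgds (4.17), Chad (1.91), Wif1 (1.59), Thbs1 (1.26) and Tcap (1.25). At ZT6, 1 cell held 98.1% of the Ptgds UMIs and 42.9% of the Chad UMIs, and 5 cells held as many of the Wif1 UMIs, and of the Thbs1 UMIs, as all others together. In endothelial cells Tsc22d3 (0.945), Iigp1 (0.941) and Mmrn1 (0.862) came first, with 71.0% of the ZT12 Mmrn1 UMIs in 1 cell. In macrophages Col1a1 (1.21), Col1a2 (1.03) and Mgp (0.847) came first, with 92.5% of the ZT0 Col1a1 UMIs, 95.1% of the ZT0 Col1a2 UMIs and 32.6% of the ZT12 Mgp UMIs in 1 cell each. With at least 1000 UMIs required, 2 of the 5 fibroblast genes, 0 of the 3 endothelial genes and 1 of the 3 macrophage genes came first again. The same 5 SMC genes did, but in SMCs this minimum removes no gene, so it tests nothing there.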

For the real circadian light-dark cycle datasets 189, 109, 87, 28, and 117 de novo cyclers were called for the aorta SMCs, aorta fibroblasts, aorta endothelial cells, aorta macrophages, and liver hepatocytes, respectively. The quality of these cyclers was assessed by two criteria. First, for each cell type, we ran Step 2 of Tempo assuming the cell phases were equal to their sample collection phase and called de novo cyclers. When run in a fully unsupervised manner, Tempo’s de novo cyclers should be enriched for cyclers that were called when cell phases were fixed to their sample collection phase. Indeed, de novo cyclers were enriched for these cyclers for all cell types evaluated (Fig. 6a–e). 

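The genes with the largest amplitude at the clock model's phases, as many as the paper's de novo cyclers of each cell type, were compared with as many genes of the largest amplitude at collection phase, an analysis chosen after the data had been examined. In SMCs 154 of 189 genes were shared (81.5%, exact binomial interval 75.2% to 86.7%), in fibroblasts 77 of 109 (70.6%), in endothelial cells 55 of 87 (63.2%) and in macrophages 18 of 28 (64.3%). Random lists of the same size matched for mean expression shared a median of 5, 2, 7 and 1 genes. The 2 lists come from the same counts, and genes are not independent replicates, so these shares describe the libraries and test nothing.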

Second, we expect that de novo cyclers detected from cell types are enriched for cycling genes detected from bulk datasets from the same tissue. Using the bulk aorta and liver datasets from Zhang et al.^23^, genes with JTKCycle *q* values <0.05 were considered to be true bulk cyclers. 

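Of the 189 SMC genes with the largest amplitude at collection phase, 57 (30.2%, exact binomial interval 23.7% to 37.2%) were bulk aorta cyclers, as listed in the paper's source data, among the 357 bulk cyclers that passed the same filter. The median of 10000 random lists matched for mean expression was 8, and no random list had as many. Of the 109 fibroblast genes, 36 (33.0%, interval 24.3% to 42.7%) were bulk aorta cyclers, against a random median of 5, and again no random list had as many. The top 100 SMC genes, the alternative that moved the share most, held 41% bulk cyclers. With the ZT6 and ZT12 libraries exchanged before the fit, the counts were 45 in SMCs and 20 in fibroblasts, and with ZT12 and ZT18 exchanged 52 and 31.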

Strong enrichment was observed for the aortic SMCs, aortic fibroblasts, and liver hepatocytes (Fig. 6f–j). While more modest enrichment was observed for aortic macrophages (empirical *p* value = 0.1165) and no enrichment for aortic endothelial cells (empirical *p* value = 0.6759), these cell types compose a smaller proportion of the tissue than SMCs and fibroblasts^25^. 

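Of the 28 macrophage genes with the largest amplitude at collection phase, 3 were bulk aorta cyclers (10.7%, exact binomial interval 2.27% to 28.2%), and 17.0% of random lists had as many. That share was 2.07% for the top 100 macrophage genes, 5.65% for amplitude less the 12 h component and 1.96% with at least 1000 UMIs. At the clock model's phases, chosen after the data had been examined, 1 of 28 macrophage genes was a bulk cycler, and the share of random lists with as many was 0.774. Of the 87 endothelial genes, 10 were (11.5%, interval 5.65% to 20.1%), and 0.35% of random lists had as many. At the clock model's phases 11 of 87 were, with a share of random lists of 0.0013. Only 38 bulk cyclers in macrophages and 58 in endothelial cells passed the filter. Endothelial cells made up 1.06% to 1.44% of the cells of a library, and macrophages 1.10% to 1.49%.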

As such, we would expect less concordance with the bulk aorta results for these cell types. Altogether, these results suggest Tempo reliably identifies de novo cycling genes in real circadian scRNA-seq data.

**Fig. 6:**
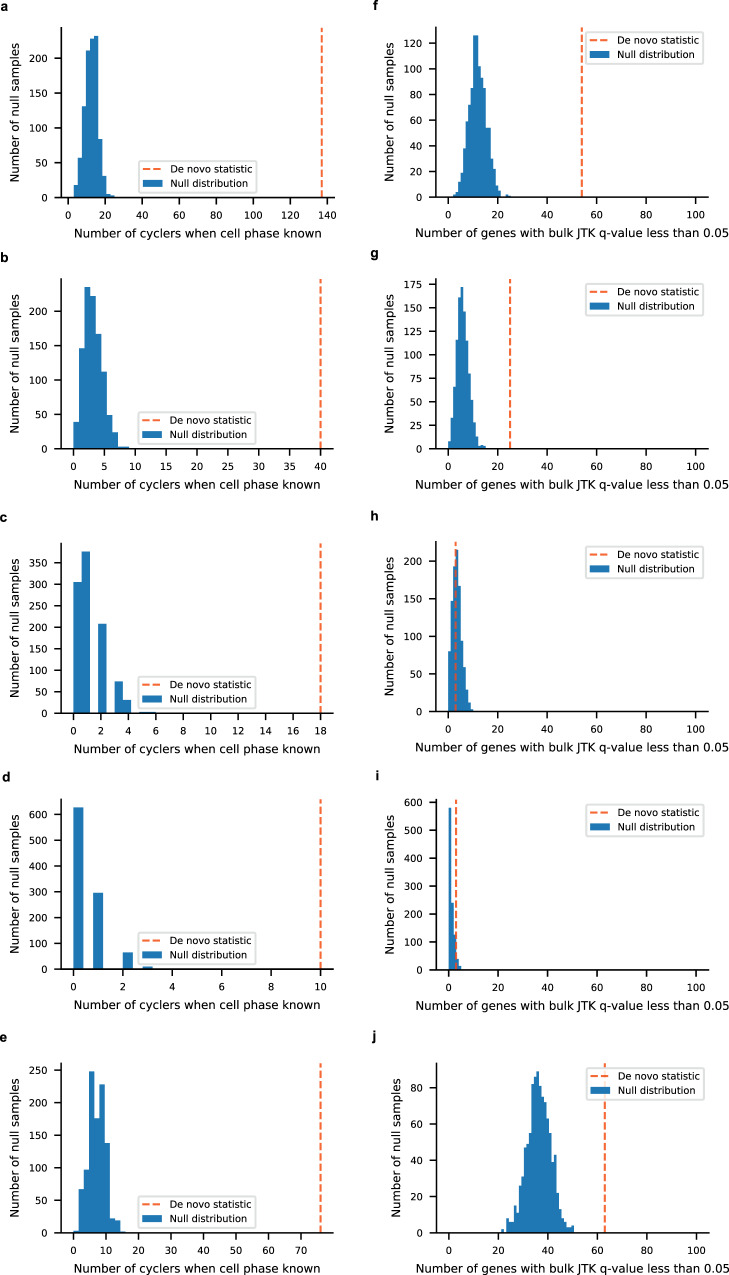
Tempo called de novo cycler enrichment. Enrichment in called cyclers when cell phase set to sample collection times for **a** aorta SMCs, **b** aorta fibroblasts, **c** aorta endothelial cells, **d** aorta macrophages and **e** liver hepatocytes. Enrichment in bulk cyclers (JTKCycle *q* value <0.05) for **f** aorta SMCs, **g** aorta fibroblasts, **h** aorta endothelial cells, **i** aorta macrophages and **j** liver hepatocytes. Source data are provided as a Source Data file.

In contrast to its performance on the simulated data with only 24 h sinusoidal components, Tempo favored cell phase estimates based on the core clock genes alone rather than those including de novo cyclers for all real light-dark cycle cell type datasets. While Tempo’s 24 h component sinusoidal assumption is adequate for identifying de novo cyclers, these results suggest this assumption is limiting for incorporating de novo cyclers to improve phase estimates.

## Discussion

Single-cell transcriptomics offers an unprecedented opportunity to improve our understanding of circadian transcription. Nonetheless, its impact has been limited by the assumption that sample collection times reflect cell circadian phases. In lieu of widespread experimental approaches that jointly measure single-cell phase and transcriptomes, computational phase inference tools can be applied to estimate cell phases from scRNA-seq directly. However, existing tools yield poor phase estimates and do not quantify estimation uncertainty.

To address these challenges, we developed Tempo, a Bayesian algorithm for single-cell phase inference from scRNA-seq data. Through a combination of both simulated and real data analyses, we demonstrate that Tempo yields state-of-the-art point estimates. Moreover, Tempo empowers better phase estimate interpretation through well-calibrated uncertainty quantifications and measurement of improvement over random phase assignments. While developed for circadian phase inference, Tempo’s framework likely generalizes to other cyclical processes, such as the cell cycle. Lastly, Tempo’s run time characteristics are amenable to larger droplet-based scRNA-seq datasets. Across all datasets analyzed, Tempo completed within 1 h using a desktop CPU with a 3.2 GHz Intel Xeon W processor and 32GB RAM.

Given Tempo’s performance, we are encouraged by its immediate potential for use in circadian research. More specifically, our tool may make it possible to characterize circadian transcription parameters using single samples of unsynchronized cell cultures. This experimental paradigm can enable cost-effective circadian transcription studies of human subjects and be used to study the role of cell-cell interactions in circadian transcription. Further, our tool can help researchers study circadian phase heterogeneity and its biological determinants in tissue contexts (e.g., spatial location) from time course data. Indeed, our analyses suggest Tempo meaningfully identifies out-of-phase cells in mouse aorta (Fig. 5c and Supplementary Figs. 14–16c). Lastly, cell populations demonstrate cell-cell heterogeneity in circadian gene expression parameters, such as acrophase and amplitude of clock genes etc. This Bayesian approach naturally captures this biological variation and facilitate its interpretation.

Although Tempo has achieved several advances in unsupervised phase inference, opportunities for future improvements exist. First, de novo cyclers do not improve point estimates in real scRNA-seq datasets. While incorporating de novo cyclers improves point estimates in simulated data, de novo cyclers decreased evidence of core clock expression in the real scRNA-seq datasets we analyzed. Our simulated analyses suggest this may be due, in part, to the assumption that the expression means of CCGs follow 24 h sinusoidal patterns across the circadian cycle. Future efforts might rely on approaches that can model more flexible CCG waveforms. Second, our method does not explicitly model the contribution of technical effects to expression variation. While less important for applications to single-sample unsynchronized scRNA-seq data, this becomes more necessary for data collected as multiple samples over time. Lastly, Tempo assumes the sinusoidal parameters are shared by all input cells. Nonetheless, parameters (e.g., gene amplitudes) may vary across subpopulations of the input cells. As a Bayesian method, Tempo naturally handles such situations by modeling additional variance in the gene and cell parameter estimates. However, a more ideal solution may be to use a function to map continuous measures of cell state (i.e., a low-dimensional embedding) to the sinusoidal parameters.

While we await widespread experimental approaches to pair single-cell clock reporters with transcriptomics, it is important to keep in mind that clock reporters with even zero measurement error will contain phase uncertainty due to the inherent stochasticity of the clock. Thus, single-cell reporter phases may be best used as prior knowledge to unsupervised phase inference algorithms, such as Tempo.

In summary, we developed Tempo, a Bayesian algorithm for circadian phase inference from scRNA-seq data. Tempo yields state-of the-art point estimates of circadian phase, and well-calibrated uncertainties. Well-calibrated uncertainties will enable investigators to understand the robustness of cell phase estimates made from highly sparse scRNA-seq data and to account for uncertainty in downstream analyses. Further, the quality of Tempo’s phase estimates may make it possible to identify out-of-phase cells from tissue collected over time courses and to estimate circadian parameters from unsynchronized cell populations using scRNA-seq.

## Method

### Ethical compliance

All research described in the manuscript adheres to relevant ethical regulations. For the aorta data generated, Animal Care Protocol #805035 was approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania.

### Tempo model

#### Likelihood model

As input, Tempo requires an *n* $$\times$$ *p* transcript count matrix **X**, where *n* is the number of cells and *p* is the number of genes. For gene *j* in cell *i*, the UMI count $${X}_{{ij}}$$ is assumed to follow a Negative Binomial (NB) distribution. The expected log proportion, log $${\lambda }_{{ij}}$$, of gene *j*’s transcripts in cell *i* is defined by a sinusoid with four parameters: (1) the mesor, $${\mu }_{j}$$, which controls the mean of a gene’s proportion over the circadian cycle, (2) the amplitude, $${A}_{j}$$, or the maximum deviation of the gene’s proportion from the mesor over the circadian cycle, (3) the acrophase, $${\phi }_{j}$$, or the peak time of the gene’s proportion over the circadian cycle, and (4) an indicator, $${Q}_{j}$$, describing whether the gene has non-zero amplitude. These sinusoidal gene parameters are assumed to be shared across all cells. As such, observed expression differences across cells are explained by differences in (1) latent cell phase, $${\theta }_{i}$$, (2) cell library size, $${L}_{i}$$, and (3) random variation described by the Negative Binomial distribution.

The distribution of $${X}_{{ij}}$$ is modeled as:

1 $${X}_{{ij}}\sim {{{{{\rm{NB}}}}}}\left({L}_{i}{\lambda }_{{ij}},{\delta }_{{ij}}\right),$$

where:

2 $${{{{{\rm{E}}}}}}\left[{X}_{{ij}}\right]={L}_{i}{\lambda }_{{ij}},$$

3 $${{{{{\rm{Var}}}}}}\left({X}_{{ij}}\right)={{{{{\rm{E}}}}}}\left[{X}_{{ij}}\right]+{\delta }_{{ij}}\times {\left({{{{{\rm{E}}}}}}\left[{X}_{{ij}}\right]\right)}^{2}$$

and:

4 $${{\log }}\left({\lambda }_{{ij}}\right)={\mu }_{j}+{Q}_{j}{A}_{j}{{\cos }}\left({\theta }_{i}-{\phi }_{j}\right),$$

5 $${\delta }_{{ij}}={{{{{{\rm{g}}}}}}}_{{{{{{\boldsymbol{\zeta }}}}}}}\left({\lambda }_{{ij}}\right),$$

where $${{{{{{\rm{g}}}}}}}_{{{{{{\boldsymbol{\zeta }}}}}}}({\lambda }_{{ij}})$$is a deterministic polynomial function parameterized by $${{{{{\boldsymbol{\zeta }}}}}}$$ (shared by all cells and genes) describing the relationship between transcript proportion $${\lambda }_{{ij}}$$ and the dispersion $${\delta }_{{ij}}$$. Details on the estimation of $${{{{{\boldsymbol{\zeta }}}}}}$$ can be found in Supplementary Methods 1.

#### Prior knowledge of gene and cell parameters

Prior knowledge may be known about cell phases (e.g., based on single-cell clock gene reporters or cell collection time); in this case, users can specify prior knowledge about the phase of cell *i* as a Von Mises distribution (a circular analog to the normal distribution):

6 $${{{{{\rm{P}}}}}}({\theta }_{i})={{{{{\rm{Von}}}}}}\,{{{{{\rm{Mises}}}}}}\left({\theta }_{i}^{\left({{{{{{\rm{loc}}}}}}}\right)},{\theta }_{i}^{\left({{{{{{\rm{scale}}}}}}}\right)}\right)$$

In the absence of prior knowledge about cell phases, Tempo uses a non-informative Hyperspherical Uniform^26^ prior for each cell phase by default.

For the gene parameters, prior knowledge about the mesor of gene *j* can be specified as a normal distribution:

7 $${{{{{\rm{P}}}}}}({\mu }_{j})={{{{{\rm{Normal}}}}}}\left({\mu }_{j}^{\left({{{{{{\rm{loc}}}}}}}\right)},{\mu }_{j}^{\left({{{{{{\rm{scale}}}}}}}\right)}\right)$$

In practice, we use an empirical Bayesian approach to set $${\mu }_{j}^{\left({{{{{{\rm{loc}}}}}}}\right)}$$ equal to the log proportion of transcripts for each gene.

Prior knowledge about the acrophase of gene *j* may exist, (e.g., from bulk circadian transcriptomics data), in which case prior knowledge can be specified in terms of a Von Mises distribution. In the case of the core circadian clock genes, prior knowledge is typically known. Otherwise, by default Tempo assumes a non-informative Hyperspherical Uniform prior.

The algorithm additionally requires the user to specify a reference gene, the peak time of which defines the start of the circadian cycle. To enforce this, the prior acrophase distribution of the reference gene is set to a point mass centered at 0 radians. By default, the algorithm uses the core circadian clock gene, *Arntl*, as the reference gene defining the start of the cycle.

Prior knowledge about the amplitude of gene *j* is specified as a transformed Beta distribution:

8 $${{{{{\rm{P}}}}}}({A}_{j})={{{{{\rm{Beta}}}}}}\left({A}_{j}^{\left(\alpha \right)},{A}_{j}^{\left(\beta \right)}\right)\times \left({A}^{\left({\max }\right)}-{A}^{\left({\min }\right)}\right)+{A}^{\left({\min }\right)}$$

where $${A}^{\left({\min }\right)}$$ and $${A}^{\left({\max }\right)}$$ denote the minimum and maximum possible amplitude (which is shared by all genes). By default, Tempo sets $${A}_{j}^{\left(\alpha \right)}={A}_{j}^{\left(\beta \right)}=1$$, which assumes a non-informative prior over the domain of possible amplitude values.

Prior knowledge about whether a gene *j* has non-zero amplitude is specified in terms of a hierarchical Beta-Bernoulli:

9 $${{{{{\rm{P}}}}}}({\gamma }_{j})={{{{{\rm{Beta}}}}}}\left({\gamma }_{j}^{\left(\alpha \right)},{\gamma }_{j}^{\left(\beta \right)}\right)$$

10 $${{{{{\rm{P}}}}}}(Q_{j}{{|}}{\gamma }_{j})={{{{{\rm{Bernoulli}}}}}}\left({\gamma }_{j}\right)$$

where samples of $${\gamma }_{j}$$ denote the success probability of a gene having non-zero amplitude and the user specifies the shape parameters of the Beta distribution. For genes not part of the user-specified list of core clock genes, Tempo sets $${\gamma }_{j}^{\left(\alpha \right)}={\gamma }_{j}^{\left(\beta \right)}=1$$, by default.

#### Approximate posterior inference

Using our prior knowledge of the cell and gene parameters and the observed data, we seek the following joint posterior distribution of our cell and gene parameters:

11 $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}|{{{{{\bf{X}}}}}}\right)\propto {{{{{\rm{P}}}}}}\left({{{{{\bf{X}}}}}}|{{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right){{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)={{{{{\rm{P}}}}}}\left({{{{{\bf{X}}}}}}|{{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right){{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}}\right){{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\beta }}}}}}\right)$$

where $${{{{{\boldsymbol{\theta }}}}}}$$ is an *n*-dimensional vector containing the phase for each cell, $${{{{{\boldsymbol{\beta }}}}}}$$ is a *p-*dimensional vector containing the parameters for each gene (i.e., $${{{\beta }}}_{j}=({\mu }_{j},{A}_{j},{{{{{{\rm{\phi }}}}}}}_{j},{Q}_{j},{{{{{{\rm{\gamma }}}}}}}_{j})$$), and:

12 $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\beta }}}}}}\right)=\mathop{\prod }_{j=1}^{p}{{{{{\rm{P}}}}}}\left({\beta }_{j}\right)=\mathop{\prod }_{j=1}^{p}{{{{{\rm{P}}}}}}\left({\mu }_{j}\right){{{{{\rm{P}}}}}}\left({A}_{j}\right){{{{{\rm{P}}}}}}\left({\phi }_{j}\right){{{{{\rm{P}}}}}}\left({{{{{{\rm{\gamma }}}}}}}_{j}\right){{{{{{\rm{P}}}}}}}\left(Q_{j}{{{{{\rm{|}}}}}}{\gamma }_{j}\right)$$

and:

13 $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}}\right)=\mathop{\prod }_{i=1}^{n}{{{{{\rm{P}}}}}}\left({\theta }_{i}\right)$$

No known analytic solution exists to $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}|{{{{{\bf{X}}}}}}\right)$$. Moreover, asymptotically exact estimation approaches, such as Markov-chain Monte Carlo and full grid sampling, do not scale well to droplet-based scRNA-seq datasets that can contain thousands (and sometimes tens of thousands) of cells.

For a computationally efficient solution to estimate $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}|{{{{{\bf{X}}}}}}\right)$$, Tempo uses variational inference, an optimization-based approximate Bayesian inference approach. In brief, Tempo uses the list of core clock genes and prior knowledge to initialize an approximate joint posterior distribution $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ with differentiable parameters describing its shape. $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ is parameterized such that it includes a list of cycling genes and only cycling genes contribute information to the estimate of $${{{{{\boldsymbol{\theta }}}}}}$$. At initialization, the cycling gene list only includes the user-supplied core clock genes. Tempo optimizes $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ to approximate $${{{{{\rm{P}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}|{{{{{\bf{X}}}}}}\right)$$by minimizing their KL divergence through an iterative two-step procedure. In Step 1, Tempo estimates the cell phase distributions and gene parameter distributions using only information from the current cycling genes to minimize the KL divergence between the true joint posterior distribution and the approximate joint posterior distribution. In Step 2, Tempo identifies de novo cycling genes whose expression variation is well-described by circadian variation. Approximate gene parameter distributions are computed for current non-cycling genes conditional on the cell phase distributions computed in Step 1 and conditional on the non-cycling genes having non-zero amplitude (i.e., $${Q}_{j}$$ is set to 1). Tempo then identifies non-cycling genes with expression that is sufficiently better explained by sinusoidal than flat variation and genes with sufficiently high amplitude as de novo cycling genes. De novo cyclers are then added to the cycling gene list. Steps 1 and 2 are repeated, estimating the cell phase posterior distribution from the current cycling genes and identifying de novo cyclers, until the algorithm’s stopping criteria are met. The final results of the algorithm are a set of identified cycling genes (the core clock genes and identified de novo cycling genes), and the approximate posterior distributions of all gene and cell parameters. Additional details of the initialization, generative process, and iterative two-step optimization procedure of $${{{{{\rm{q}}}}}}\left({{{{{\boldsymbol{\theta }}}}}},{{{{{\boldsymbol{\beta }}}}}}\right)$$ can be viewed in Supplementary Methods 2 and 3.

### Generation of scRNA-seq data with only 24 h sinusoidal components

Realistic gene expression parameters were first estimated from the aorta SMC scRNA-seq dataset. Treating the light-dark sample collection time as the true cell phases, gene posterior distributions were estimated using variational inference according to Tempo’s likelihood model. 

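At collection phase in the SMCs, the amplitude of Dbp was 2.03 (95% interval 2.00 to 2.06 from 1000 Poisson resamples) with an acrophase of 10.1 h, from 34348 UMIs. That of Arntl was 1.88 (1.80 to 1.95) with an acrophase of 23.8 h, and that of Nr1d1 was 1.56 (1.53 to 1.59) with 7.15 h. The smallest amplitude among the 18 clock genes was that of Cry2, 0.0978 (0.0686 to 0.133), with an acrophase of 9.27 h. In fibroblasts, fitted alone, Dbp was largest with 1.85 (1.77 to 1.93) and 9.90 h, followed by Npas2 with 1.83, Nr1d1 with 1.82 and Arntl with 1.79, and Cry2 was again smallest with 0.106 (0.0282 to 0.232). Scaling by the median of ratios, weighting each cell equally, or leaving out the 5% of cells with the most UMIs moved the SMC amplitude of Arntl at most to 1.90.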

Genes with high amplitudes (Pearson residuals greater than 2 for difference between actual and expected amplitude point estimates) and cycler probability point estimates greater than 0.95 were called as cycling genes, in addition to the annotated core clock genes.

Using the gene parameters estimated from real scRNA-seq, data were simulated according to the following parameters: (1) the number of cells; (2) the mean and standard deviation of log library size of the cells; (3) the number of equally spaced cell phases; (4) the number of flat genes; (5) the number of CCGs. Log library sizes were drawn from a normal distribution. Discrete cell phases were drawn from a multinomial distribution with uniform probabilities. Flat genes and CCGs, and their respective sinusoidal parameters, were sampled with replacement. Given these parameters, scRNA-seq datasets were generated by sampling from our model generative distribution. To simulate scRNA-seq data of unsynchronized cell cultures, cell phases were drawn from 23 equally spaced phases over the circadian cycle. To simulate light-dark cycle time courses, cell phases were drawn from four equally spaced phases over the circadian cycle.

### Generation of scRNA-seq with realistic waveforms

To generate simulated scRNA-seq data with realistic waveforms, we used a bulk RNA array mouse aorta dataset generated by Zhang et al.^23^. This circadian time course sampled tissue every 2 h over 48 h, making it ideal to measure gene waveforms with high fidelity.

JTKCycle^24^ was run on these data with a 24 h period, and genes with Benjamini-Hochberg *q* values <0.05 were considered to be true cyclers; genes with *q* values greater than 0.05 were considered to be true flat genes. Within each time point, the proportions (i.e., relative abundance) of each gene were computed. For true flat genes, values were fixed to the median value across all time points to produce a flat mean over time. Cell library sizes were drawn from a log10 normal distribution, with mean log10(5000) (i.e., mean library size of 5000 UMIs) and standard deviation 0.5. Counts were then drawn from a Poisson distribution, where the expected value was the gene’s proportion multiplied by the library size. In total, 200 cells were simulated for each time point, yielding 4800 simulated cells and 19,065 genes. These simulated data contain ground truths for the cell phases.

As a general measure of temporal signal, for each gene we computed the likelihood ratio test statistic (LRT) of their waveforms over a flat waveform. The distribution of LRTs over all true cyclers can be viewed in Fig. 6a.

To compute the strength of each gene’s 24 h sinusoidal component, a Fast Fourier Transform (FFT) was run on the bulk gene proportions at each time point. The strength of each gene’s 24 h sinusoidal component was measured as the ratio of the 24 h sinusoidal component’s amplitude relative to the sum of all sinusoidal component amplitudes. We refer to this metric as the circadian FFT fraction. The distribution of circadian FFT ratios over all true cyclers can be viewed in Fig. 6b.

### Optimal phase shifting procedure and computation of phase estimation errors

Given the phase estimate of cell *i* made by method *m*, $${\hat{\theta }}_{i}^{\left(m\right)}$$, we would like to compute its error relative to the true cell phase, $${\theta }_{i}$$. However, computing the phase error of method estimates is not straightforward. Cyclops, Cyclum, and PCA do not use information about which gene’s peak defines the start of the circadian cycle. As such, the absolute latent cell phase estimates of these methods are arbitrary, though the relative ordering of the cells is not. To deal with this, each method *m*’s phase estimates are shifted by *s*^*(m)*^ that produces the minimum total error over all cells. *s*^*(m)*^ is computed as:

14 $${s}^{\left(m\right)}=\mathop{{{{{{\rm{argmin}}}}}}}\limits_{{s}^{\left(m\right)*}}\mathop{\sum}\limits_{i=1}^{n}{{\arccos }}\left({{\cos }}\left({\hat{\theta }}_{i}^{\left(m\right)}-{s}^{\left(m\right)*}\right)\right)$$

The method phase prediction for each cell *i*, $${\hat{\theta }}_{i}^{\left(m\right)}$$, is then shifted:

15 $${\hat{\theta }}_{i}^{\left({m}:{{{{{{\rm{shifted}}}}}}}\right)}={\hat{\theta }}_{i}^{\left(m\right)}-{s}^{\left(m\right)}$$

Given the true cells phases, $${{{{{\rm{\theta }}}}}}$$, and method-specific shifted phase estimates, $${\hat{{{{{{\rm{\theta }}}}}}}}^{\left({m}:{{{{{{\rm{shifted}}}}}}}\right)}$$, we compute the error (in hours) of the phase point estimate made by method *m* for cell *i*, $${\epsilon }_{i}^{\left(m\right)}$$:

16 $${\epsilon }_{i}^{\left({m}\right)}=\frac{12}{\pi }{{\arccos }}\left({{\cos }}\left({\theta }_{i}-{\hat{\theta }}_{i}^{\left({m}:{{{{{{\rm{shifted}}}}}}}\right)}\right)\right)$$

### Simulated data circadian phase estimation

The acrophase priors used by Tempo for the simulated core clock genes were set as follows. First, the prior acrophase location was shifted from the true acrophase value. This was done by drawing a shift from a standard normal distribution, scaling the shift by $$2\times \frac{12}{{{{{{\rm{\pi }}}}}}}$$, and then adding the shift to the true acrophase value. Second, the prior acrophase scale of the Von Mises distribution was set such that the width of the 95% interval surrounding the prior acrophase location was 4 h. Tempo, Cyclops, Cyclum, and PCA were run two times: first, considering all genes as input, and, second, restricting the data to the core clock genes.

### Simulated data model stability analysis

For the simulated datasets with results shown in Fig. 2 and Supplementary Figs. 1 2, and 7, Tempo, Cyclops, Cyclum, and PCA were each run five times. As a baseline method to compare against, five random cell phase predictions were also made for each cell by drawing from a uniform distribution over [0, 2$${{{{{\rm{\pi }}}}}}$$]. Predictions from Tempo, Cyclops, Cyclum, PCA, and the random method yielded a matrix $$\hat{{{{{{\boldsymbol{\theta }}}}}}}$$, where $${\hat{\theta }}_{{ik}}^{\left(m\right)}$$ denotes the phase point estimate for cell *i* method *m* and run *k*. For each cell—method pair, the expected phase across runs for each cell, $${{{{{\rm{E}}}}}}[{\hat{\theta }}_{{ik}}^{\left({{{{{\rm{m}}}}}}\right)}],$$ was computed using the SciPy^27^ circular mean function. The stability (reported in hours) of method *j*’s predictions for cell *i*, $${s}_{i}^{\left(m\right)}$$, was then computed as follows:

17 $${s}_{i}^{\left(m\right)}=\frac{12}{\pi }\times \frac{1}{5}{\sum }_{k=1}^{5}{{\arccos }}\;\left({{\cos }}\left({\hat{\theta }}_{{ik}}^{\left(m\right)}{{{-}}}{{{{{\rm{E}}}}}}[{\hat{\theta }}_{{ik}}^{\left({{{{{\rm{m}}}}}}\right)}]\right)\right)$$

Smoothed distributions (Gaussian kernel with bandwidth 0.2 for non-PCA methods, 0.01 for PCA) of this stability metric can viewed in Fig. 2f and Supplementary Figs. 1f, 2f and 7f.

### Aorta data collection and data processing

Eight-week-old C57BL/6J male mice from the Jackson Laboratory were entrained to a 12:12 light-dark cycle for 2 weeks in circadian boxes with ventilation (20–22 °C, RH ~50%). At ZT0, ZT6, ZT12, or ZT18 mice were sacrificed (2 per time point). For each mouse, whole aorta was dissected and cut into small pieces (~1 mm), and cells were disassociated with 1.5 ml of enzyme cocktail (DNase—120 U/ml (Worthington, #LS006331), Liberase TM—4 U/ml (Roche, #05401127001), hyaluronidase—60 U/ml (Sigma-Aldrich, #H3506)) in a petri dish at 37 °C for 40 min. A pipette (1 ml) was used to dissociate aortic cells from the tissue pieces every 10 min during the incubation. Cell supernatant was filtered through a 40 µm strainer and washed with RPMI1640 (Gibco, #1187-085) containing 10% fetal bovine serum (FBS, HyClone, #SH30071.03) to inactive the enzyme cocktail. Residual red blood cells were lysed by incubating the cell suspension with Red Blood Cell Lysing Buffer Hybri-Max (Sigma-Aldrich, #R7767) at RT for 1 min. The cells were washed two more times to remove debris with FACS buffer (FBS 2%), EDTA (5 mM, Invitrogen, #15575-038), HEPES (20 mM, Gibco, #15630-080), sodium pyruvate (1 mM, Gibco, #11360-070) in 1x PBS (Gibco, #14190-136), and resuspended in DMEM/F12 (Gibco, #11320-033) media containing 10% FBS for further analysis. Cells from mice sacrificed at the same time point were pooled to form single-cell suspensions (4 suspensions in total). Single cells were then captured and barcoded using the 10X Genomics Chromium platform and sequenced using an Illumina NovaSeq S2 flow cell.

Cell barcode detection, read alignment, and transcript quantification were performed using the 10X Genomics Cell Ranger pipeline. 

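Over the cells of all 16 matrices, the smallest number of UMIs was 1000, in a fibroblast. The highest mitochondrial fraction was 0.150 in SMCs, 0.150 in fibroblasts, 0.139 in endothelial cells and 0.129 in macrophages.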

Cells with UMI count less than 1000 and mitochondrial fraction greater than 0.2 were discarded. In addition, cell doublets were detected by the Scrublet program^28^ and discarded. A low-dimensional representation for the cells was obtained using UMAP^29^ using *z*-score log1p library size normalized counts of the aorta cell type markers from Pan et al. Using the UMAP representation as input, cells were then clustered using the ScanPy^30^ implementation of the Leiden algorithm^31^. This yielded five clusters corresponding to vascular SMCs, fibroblasts, macrophages, endothelial cells, and T cells. 

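All 12 endothelial and macrophage markers examined were higher in the matrices that carry the name of their own cell type. Pecam1 (ENSMUSG00000020717), an endothelial adhesion molecule, stood at 26.9 UMIs per 10000 in the endothelial matrices (exact Poisson interval 26.3 to 27.5) and at 0.118 in the macrophage matrices (0.0773 to 0.173). C1qa (ENSMUSG00000036887), a complement gene of macrophages, stood at 43.9 in the macrophage matrices (43.0 to 44.8) and at 0.00625 in the endothelial matrices. The SMC transcript Acta2 (ENSMUSG00000035783) had 206 UMIs per 10000 in SMCs, and the fibroblast transcript Dcn (ENSMUSG00000019929) had 122 in fibroblasts. Acta2 also stood at 35.1 UMIs per 10000 in endothelial cells and 25.2 in macrophages.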

As only 34 T cells were detected, they were not included in the analyses detailed in this manuscript.

### Light-dark cycle data circadian phase estimation

The acrophase priors used by Tempo for the core clock genes were set as follows. For the aorta cell types, prior acrophase locations were set to the estimated acrophases in bulk liver RNA-seq from Zhang et al. For the hepatocytes from Droin et al.^6^, prior acrophase locations were set to the estimated acrophases in bulk liver RNA-seq from Zhang et al. The width of the prior acrophase 95% intervals were set to 2 h for both the aorta and hepatocyte data. *Arntl* was treated as the reference gene.

### Light-dark cycle data out of sample clock likelihood analysis

Out of sample clock likelihoods were computed for each method for the aorta SMCs (5000 train and 13,863 test cells) and aorta fibroblasts (1500 train and 1635 test cells). For a given method *m* with training set cell phase point estimates $${\hat{\theta }}_{i}^{\left(m:{train}\right)}$$ and corresponding training set gene parameter point estimates $${{{{{{\boldsymbol{\beta }}}}}}}^{\left({{{{{\boldsymbol{m}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\boldsymbol{t}}}}}}{{{{{\boldsymbol{rain}}}}}}\right)}$$, we compute the test set core clock expression likelihood $${D}^{\left(m\right)}$$ as follows:

18 $${D}^{\left(m\right)}={{{{{\rm{P}}}}}}\left({{{{{{\bf{X}}}}}}}^{\left({{{{{\bf{cc}}}}}}:{{{{{\bf{test}}}}}}\right)}|{{{{{{\boldsymbol{\beta }}}}}}}^{\left({{{{{\bf{m}}}}}}:{{{{{\bf{train}}}}}}\right)},{\hat{{{{{{\boldsymbol{\theta }}}}}}}}^{\left({{{{{\bf{m}}}}}}:{{{{{\bf{test}}}}}}\right)}\right)$$

where $${\hat{{{{{{\boldsymbol{\theta }}}}}}}}^{\left({{{{{\bf{m}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\bf{test}}}}}}\right)}$$ are the test set cell phase point estimates from method *m*, and $${{{{{{\bf{X}}}}}}}^{\left({{{{{\bf{cc}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\bf{test}}}}}}\right)}$$ is the test set core clock transcript count matrix generated according to:

19 $${{{{{{\boldsymbol{\beta }}}}}}}^{\left({{{{{\bf{m}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\bf{train}}}}}}\right)}=\left({\mu }_{j}^{\left(m:{train}\right)},{A}_{j}^{\left(m:{train}\right)},{\phi }_{j}^{\left(m:{train}\right)}\right)$$

20 $${X}_{{ij}}^{\left({cc}:{test}\right)}\sim {{{{{\rm{Poisson}}}}}}\left({{\lambda }_{{ij}}^{\left(m:{test}\right)}L}_{i}^{\left({test}\right)}\right)$$

21 $${{\log }}\left({\lambda }_{{ij}}^{\left(m:{test}\right)}\right)={\mu }_{j}^{\left(m:{train}\right)}+{A}_{j}^{\left(m:{train}\right)}{{\cos }}\left({\hat{\theta }}_{i}^{\left(m:{test}\right)}-{\phi }_{j}^{\left(m:{train}\right)}\right)$$

For Tempo,$${{{{{{\boldsymbol{\beta }}}}}}}^{\left({{{{{\bf{m}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\bf{train}}}}}}\right)}$$is computed during training. Cyclops, Cyclum, and PCA do not explicitly estimate $${{{{{{\boldsymbol{\beta }}}}}}}^{\left({{{{{\bf{m}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\bf{train}}}}}}\right)}$$ during training, but instead learn a mapping f($${{{{{{\bf{X}}}}}}}^{\left({{{{{\bf{train}}}}}}\right)}$$, $${{{{{{\boldsymbol{\tau }}}}}}}^{\left({{{{{\bf{m}}}}}}\right)}$$) *=* $${\hat{\theta }}_{i}^{\left(m:{train}\right)}$$, where $${{{{{{\boldsymbol{\tau }}}}}}}^{\left({{{{{\bf{m}}}}}}\right)}$$ represents the learned parameters of method *m* on the training data. For Cyclops, Cyclum, and PCA, we find the point estimate $${{{{{{\boldsymbol{\beta }}}}}}}^{\left({{{{{\bf{m}}}}}}{{{{{\boldsymbol{:}}}}}}{{{{{\bf{train}}}}}}\right)}$$ that maximizes the expression likelihood under the following Poisson GLM:

22 $${X}_{{ij}}^{\left({train}\right)}\sim {{{{{\rm{Poisson}}}}}}\left({{\lambda }_{{ij}}^{\left(m:{train}\right)}L}_{i}^{\left({train}\right)}\right)$$

23 $${{\log }}\left({\lambda }_{{ij}}^{\left(m:{train}\right)}\right)={\mu }_{j}^{\left(m:{train}\right)}+{A}_{j}^{\left(m:{train}\right)}{{\cos }}\left({\hat{\theta }}_{i}^{\left(m:{train}\right)}-{\phi }_{j}^{\left(m:{train}\right)}\right)$$

As a lower bound on performance, method out of sample likelihoods were compared to a distribution of likelihoods associated with a random phase inference method, where phases were drawn from a random circular uniform distribution. To build this distribution, $${D}^{\left(m\right)}$$ was computed 50 times for the random circular uniform approach. To contextualize how methods performed relative to this random approach, the difference between method log likelihoods and the median of the random log likelihood distribution were computed. These differences were then scaled by the standard deviation of the random log likelihood distribution, and are shown in Fig. 5c and Supplementary Figs. 14–16c.

For additional context, method likelihoods were also compared to likelihoods associated with treating the cell sample collection phases as the cell circadian phases, shown as the “LD” bar in Fig. 5c and Supplementary Figs. 14–16c.

### De novo cycler enrichment analysis

To assess whether de novo cyclers are enriched for a given gene set, we first computed the number of de novo cyclers in the gene set. Empirical null distributions were generated by sampling random gene sets of the same size as the de novo cyclers, and then computing the number of overlaps with the gene set of interest. Empirical *p* values could then be computed using the empirical null distribution. For both the enrichment of bulk tissue cyclers and cycling genes identified when cell phases were fixed the sample collection phase, the empirical null distributions were generated by sampling 1000 random gene sets.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of additional Supplementary File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

## Data Availability

Raw sequencing and UMI count matrices for the aorta light-dark cycle time course scRNA-seq data generated were deposited to the Gene Expression Omnibus under accession code “GSE206583”. Zipped python AnnData.h5ad objects (containing UMI count matrices, cell collection times etc.) for the aorta SMCs, fibroblasts, endothelial cells, and macrophages are provided as Supplementary Datasets 1–4, respectively. These .h5ad objects can also be viewed at https://www.dropbox.com/sh/tl0ty163vyg265i/AAApt14eybExMMPK7VVDmfvga. The mouse liver hepatocyte data from Droin et al. can be found on GEO with accession code “GSE145197”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

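Single cells of whole aorta were measured at ZT0, ZT6, ZT12 and ZT18, with the cells of 2 male mice pooled at each time point and captured as 1 suspension. The 20 sequencing samples are 5 runs of each of the 4 suspensions, and the runs were taken as repeat runs of 1 library per time point because the paper describes 4 suspensions in total. The labels number the strain differently in 3 of the 5 runs, and the strain used here is the paper's. The labels name the single cell 3' v3.1 chemistry and Cell Ranger v2.1.1, and the paper names Cell Ranger without a version. The genome build and the gene annotation are not given in the sources used here, so no coordinates are printed.

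The authors aligned the reads and counted UMIs per gene and barcode, removed cells by UMI number and mitochondrial fraction, removed doublets, and assigned clusters to cell types with marker genes. The 16 matrices, 1 per cell type and time point, hold raw UMI counts of 32285 genes, which were checked to be whole numbers, and no normalization was found in them. T cells are not among the matrices. No barcode of a library, read with its suffixes, occurs in more than 1 cell type (0 duplicates in each library). From ZT0 to ZT18, 25, 17, 68 and 143 barcodes carry a second suffix. A barcode repeated under another suffix would not be found in this way. The libraries hold 67005041 UMIs (ZT0), 78137186 (ZT6), 73227432 (ZT12) and 98989018 (ZT18). Summed over the libraries, SMCs hold 286903683 UMIs, fibroblasts 25059229, endothelial cells 3197594 and macrophages 2198171, which sets the precision of each value. A count of 0 allows up to 3 counts of the total.

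UMIs were summed per cell type and library. Amplitude and acrophase came from a Poisson log-linear sinusoid with a 24 h period over the 4 sums, with 1000 Poisson resamples for the intervals. The named genes were fixed as a rule before the data were examined, as were the main settings, the comparisons and all alternatives apart from those called chosen later: every gene the paper names for these data, the 18 genes of the clock list, the clock genes with the largest and smallest amplitude in each cell type, the 5 genes outside the list with the largest amplitude in SMCs and in fibroblasts and the 3 in endothelial cells and in macrophages, and the cell type markers. Largest amplitudes were taken among genes with a pseudobulk proportion above 1e-05 and at least 400 UMIs. Overlap with bulk aorta cyclers used the 607 genes listed in the paper's source data and lists of 189, 109, 87 and 28 genes, the numbers of de novo cyclers the paper gives. Each overlap was set against 10000 random lists drawn in 20 bins of mean expression. Percentiles among random lists describe these libraries and are not p-values.

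Tempo, Cyclops and Cyclum were not run here. The clock model used a grid of 24 phases with a uniform phase prior, negative binomial counts, amplitudes of at most 2.5, von Mises acrophase priors with a concentration of 56.6 (95% width 2 h) and at most 200 iterations. Its acrophase priors came from fibroblasts for SMCs and from SMCs for the other cell types, where the paper used bulk liver. PCA used log1p of UMIs per 10000. Phase errors were taken after the shift, in steps of 0.1 h for PCA, and for PCA the direction, with the smallest total error. Calibration used highest density intervals at confidence 0.5 and 0.9. Held-out likelihoods used 50 sets of random phases and a Poisson likelihood, and UMIs were divided at random 10 times to score phases on counts not used for them. Stability used 5 random starts, with the starting acrophases drawn from the acrophase priors where these were used.

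Endothelial cells and macrophages were compared on 4 sums each with edgeR's quasi-likelihood test, with the filter of filterByExpr, TMM normalization, library as a block and an adjusted p threshold of 0.05, and with DESeq2 as an alternative. On counts simulated from these sums with changed genes planted, the test recovered 80.9% of the changed genes that it tested, with 5 false calls among 7638 genes. The planted changes were larger than most clock gene differences found here. All simulated genes had the same dispersion, and no difference between libraries was added. These rates therefore do not describe the test on the clock genes. On cells simulated at their collection phases, the clock model's median error was 1 h with SMC depths and 3 h with macrophage depths. The simulated cells were fitted with priors centred on the acrophases they were drawn with, unlike the real cells. Detection was compared after thinning each cell to 2000 UMIs, with 1000 and 4000 as alternatives. No test was made between time points, because a time point has 1 library.

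The other alternatives were size factors by the median of ratios, equal weight for each cell, leaving out the 5% of cells with the most UMIs or cells under 5000 UMIs, z-scores or square roots before PCA, a proportion minimum of 5e-05, the 7 clock genes with a circadian FFT fraction above 0.5 in the paper's source data, no acrophase prior, Poisson counts, another random division of training and test cells, at least 1000 UMIs, lists of 100 genes, amplitude less the 12 h component, no library block, no filter on low counts, and leaving out each library. Chosen after the data had been examined were parameters fitted to permuted counts but scored on the observed counts, and amplitudes at the clock model's phases. The hepatocyte data of another study and the simulated data of the paper were not analysed here.

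The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.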

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

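Of the tests reported in this part, the one on the single SMC with the most Hbb-bs UMIs was chosen only after that result was seen.

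Hbb-bs, a haemoglobin gene that the paper does not discuss, had 5062 UMIs in SMCs at ZT18, 0.557 per 10000, against 0.00747 at ZT0, 0.0119 at ZT6 and 0.0460 at ZT12. Free RNA from lysed blood cells would raise it in every cell type of that library, and Hbb-bs was highest at ZT18 in 3 of the 3 other cell types as well. In SMCs Hbb-bt, Hba-a1 and Hba-a2 were also highest at ZT18, while in macrophages Hba-a1 was highest at ZT12. Free RNA reaches all droplets alike, which argues against it for 1 SMC that held 29.8% of the ZT18 UMIs, where 910 of 6329 SMCs held any. A candidate explanation for that cell is a droplet that also caught a blood cell, which was not tested. A biological difference between time points stays open and untested, because ZT18 is 1 library.

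Ptgds, outside the genes the paper discusses, had 644 UMIs in fibroblasts at ZT6 and at most 5 in any other library. A group of fibroblasts, or of cells close to them, captured more often in the ZT6 library may lie behind it and behind Chad and Wif1, which were also highest at ZT6. The 5% of ZT6 fibroblasts with the highest share of Chad and Wif1 in their UMIs held 98.3% of the Ptgds UMIs and 71.0% of the Thbs1 UMIs, with 7.88% of all UMIs. At ZT12 the cells chosen in the same way held 54.5% of the Thbs1 UMIs, with 7.91% of all UMIs. Cells with at least 1 UMI of Chad or Wif1 numbered 32 of 718 at ZT0, 90 of 884 at ZT6, 46 of 732 at ZT12 and 31 of 801 at ZT18, which does not show that the group is in each library, since 1 UMI does not mark a cell as a member. At ZT0 and ZT18 fewer than 5% of the cells had any, so a top 5% cannot be chosen there. The first share rests on 1 cell, which held 98.1% of the Ptgds UMIs, and only 2 cells had UMIs of Ptgds together with Chad or Wif1. A rhythm shared by the fibroblasts is argued against for Ptgds, found in 11 of 884 cells, and for Chad, found in 24 with 42.9% of its UMIs in 1 cell. For Chad and Wif1 a group captured more often and a rhythm within such a group cannot be told apart, since ZT6 is 1 library, and for Ptgds 1 cell is too few to decide. 

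The 4 SMC markers Acta2, Myh11, Tagln and Cnn1 made up 0.667% of the UMIs in endothelial cells and 0.500% in macrophages, against 4.19% in SMCs, in cell types where the paper does not report them. SMCs caught in the same droplets would put most of these UMIs in few cells. The 5% of endothelial cells with the highest share of marker UMIs in their own UMIs held 55.5% of them, and in the median endothelial cell the markers were 0.0776% of the UMIs. The 5% of macrophages chosen in the same way held 83.6%, with 0.0791% in the median macrophage. The values are consistent with SMCs caught together with other cells in a few droplets, over a low level in nearly all cells, since 97.6% of endothelial cells and 97.2% of macrophages had a marker UMI. The macrophages of ZT0 are an exception. The 4 of 70 cells with the highest share held 4.38% of the marker UMIs there, and the markers made up 0.0647% of the UMIs. In the macrophages of ZT18 the 4 of 80 cells chosen in the same way held 42.7%, which is not most of them either. At ZT6 and ZT12 such cells held 90.3% and 74.8%. Free RNA from SMCs as the origin of the low level was not tested separately, and expression of these genes by the 2 cell types was not tested either.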

How the results depend on the processing

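Of the tests reported in this part, the likelihood of parameters fitted to permuted counts but scored on the observed counts, and the amplitudes at the clock model's phases, were chosen only after the results were seen.

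Over 81 results, 263 alternatives were run. In 190 a tested value kept its direction and its side of the threshold, an untested one stayed within its counting error, a count of genes stayed within 1.5 times, or the summed clock difference kept its sign, while 53 moved a value, 11 reversed a sign, 3 took a gene past the threshold and 6 took one below it. The amplitudes of Arntl, Nr1d1 and Dbp at collection phase in the 4 cell types stayed within their intervals under each scaling and weighting tried, apart from Nr1d1 in macrophages, which has none, as did the clock model's median errors in each setting and the PCA errors with all genes in SMCs, fibroblasts and endothelial cells. The numbers of clock genes with a higher share of cells or a higher SD in endothelial cells stayed within 1.5 times under each alternative.

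The likelihood ratio over permuted counts reversed. With Poisson counts it was 58597 in SMCs, 4340 in fibroblasts, 1950 in endothelial cells and 125 in macrophages. With the parameters of the permuted counts scored on the observed counts it was 11979, 1899, 164 and 89.8. The alternative's construction shows the difference. In the main setting the redrawn counts have their own likelihood, while here both likelihoods are of the same counts. The parameters fitted to the observed counts then score higher almost by construction, so this change of sign tests nothing. For the Poisson setting the cause was not tested.

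Without the 5% of cells with the most UMIs, the median library size fell to 13411 in SMCs and 7114 in fibroblasts, as leaving out deep cells must. Read in the opposite direction, PCA on the clock genes had median errors of 5.09 h in SMCs, 3.86 h in fibroblasts, 4.59 h in endothelial cells and 3.73 h in macrophages. With z-scored genes they were 2.02 h, 3.54 h, 3.75 h and 4.49 h. With the 7 clock genes of high circadian FFT fraction they were 2.47 h in SMCs and 5.16 h in macrophages. PCA on all genes in macrophages gave 4.61 h with z-scored genes. For these PCA settings the cause was not tested.

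With Poisson counts the collection phase lay inside the interval of confidence 0.5 for 41.5% of SMCs and 38.9% of fibroblasts, and inside that of confidence 0.9 for 76.4% and 73.0%. Without acrophase priors the share of SMCs at confidence 0.5 was 43.5%. The median departure of the relative shift without priors was 0.941 h in SMCs, 1.22 h in fibroblasts, 2.34 h in endothelial cells and 6.23 h in macrophages. The cause was not tested. The spread over 5 starts without priors had medians of 3.30 h, 3.91 h, 3.44 h and 3.45 h in the same order, where starts are free to end in another rotation or direction. Whether that gives the whole spread was not tested.

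The held-out likelihoods moved in every setting, while the clock model stayed above PCA and PCA above collection phase in each. For collection phase, PCA and the clock model in this order, another random division gave 619, 844 and 922 SDs in SMCs and 81.5, 134 and 144 SDs in fibroblasts. The 7 clock genes gave 1141, 1643 and 1800 SDs in SMCs and 144, 246 and 286 SDs in fibroblasts. A negative binomial likelihood gave 530, 729 and 794 SDs in SMCs and 63.4, 104 and 119 SDs in fibroblasts. The unit is the SD of random phases, which itself differs between settings, and the cause was not tested further.

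Between endothelial cells and macrophages, genes higher in endothelial cells numbered 1430 to 1647 with 1 library left out, and genes higher in macrophages 1511 to 1764. Without a filter on low counts they numbered 2452 and 2498. The number of clock genes higher in endothelial cells was 2 without the library block, 6 without a filter on low counts, and 2 to 5 with 1 library left out, with 2 without ZT18 and 5 without ZT12. The number higher in macrophages was 2 without a filter on low counts and 2 with DESeq2, and 1 to 2 with 1 library left out, with 2 without ZT6. The log2 fold change of Arntl reversed to 0.27 without ZT6, in a range of -0.66 to 0.27. That of Dbp reversed to 0.52 without ZT12 and 0.22 without ZT18, in a range of -1.13 to 0.52. That of Nr1d1 kept its sign, in a range of 0.12 without ZT6 to 2.40 without ZT12. The summed clock difference ranged from 0.225 UMIs per 10000 without ZT6 to 2.46 without ZT12. Each leaves 3 libraries that cover different times of day, and the cause was not tested.

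With at least 1000 UMIs, 2 of the 5 fibroblast genes, 0 of the 3 endothelial genes and 1 of the 3 macrophage genes of largest amplitude came first again, because the others have fewer UMIs. In SMCs that minimum removes no gene, so it says nothing there. The top 100 SMC genes held 41% bulk cyclers, a shorter list with larger amplitudes. Hlf has no value without ZT18, where it did not pass the filter.

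Npas2 had 2 UMIs in macrophages, where its amplitude was not determined. Nr1d1 had 0 UMIs in macrophages at ZT0 and ZT18, below 0.0606 and 0.0428 UMIs per 10000.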

Differences from the paper's values

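Of the comparisons in this part, those of genes shared with collection-phase cyclers rest on an analysis chosen only after the data had been examined.

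The paper's median phase error of PCA on the clock genes is 3.39 h in SMCs, and the value here is 2.19 h. Of the alternatives set before the data were examined, the 7 clock genes of high circadian FFT fraction (2.47 h) came within 1.5 times of the paper's value, and the opposite direction (5.09 h), z-scored genes (2.02 h) and square roots (2.16 h) did not. In endothelial cells the paper's value is 5.58 h and the value here 3.02 h. The opposite direction (4.59 h) and z-scored genes (3.75 h) came within 1.5 times, and square roots (3.03 h) and the 7 clock genes (2.93 h) did not.

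The paper's Bayes factors over permuted counts are given as powers of 10 with exponents of 17896 in SMCs, 2257 in fibroblasts, 110 in endothelial cells and 184 in macrophages. The analogue computed here, which is not the same quantity, had log10 ratios of -828, -1072, -79.3 and -140. With Poisson counts, the alternative set before the data were examined, it was 125 in macrophages, within 1.5 times of the paper's value, and 58597, 4340 and 1950 in the other 3 cell types, which were not. Scoring the parameters of the permuted counts on the observed counts, chosen after seeing the values, gave 11979, 1899, 164 and 89.8. Of these, 11979, 1899 and 164 came within 1.5 times of the paper's value of the same cell type and 89.8 did not. Their sign was nearly fixed by the fit to the observed counts, so only their size can be compared. The endothelial 164 is closer to the paper's macrophage value, and the macrophage 89.8 to its endothelial value, each within 1.5 times.

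The paper's share of endothelial cells with a spread under 1 h over 5 runs of Tempo is 27%. For the clock model it was 100%, and without acrophase priors, the alternative set before the data were examined, 0%, neither of them close to the paper's. Neither value can be set against the paper's as a measure of stability. With the priors the starts share a rotation and direction, and without them they need not. Without priors the spread was over 1 h in 100% of SMCs, fibroblasts and macrophages too.

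For bulk cyclers in endothelial cells the paper's empirical p value is 0.6759. The share of random lists with as many bulk cyclers was 0.0035 here for the genes of largest amplitude, 0.0035 for the top 100 genes, 0.013 for amplitude less the 12 h component and 0.0011 with at least 1000 UMIs, so that no alternative set before the data were examined came close to the paper's in the matrices named for endothelial cells. At the clock model's phases, chosen after seeing the data, it was 0.0013. In the matrices named for macrophages, for which the paper gives 0.1165, it was 0.170, and 0.774 at the clock model's phases, the second within 1.5 times of the paper's endothelial value. The paper's number of bulk cyclers among the endothelial de novo cyclers is about 3 in Fig. 6h, read by eye, and 10 were found here, with 11, 9 and 8 under the same alternatives, which all differed.

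The paper's number of de novo cyclers shared with collection-phase cyclers is about 40 in Fig. 6b for fibroblasts, about 18 in Fig. 6c for endothelial cells and about 10 in Fig. 6d for macrophages, read by eye. Here 77, 55 and 18 genes were shared, in lists of a fixed length ranked by amplitude. No alternative was set for this before the data were examined.

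The paper's held-out likelihood of Tempo in SMCs is about 620 SDs in Fig. 5c, read by eye, and that of the clock model was 966 SDs. Another division of the cells (922 SDs) and a negative binomial likelihood (794 SDs) came within 1.5 times of the paper's, and the 7 clock genes (1800 SDs) did not. With collection time as the phase, the paper's value is about 470 SDs, read by eye, and that here was 647 SDs. The values here were thus higher without any phase model as well, so the gap does not rank the clock model against Tempo.

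The paper gives 288 endothelial cells with a median of 6846.5 UMIs and 287 macrophages with a median of 7389 UMIs. The matrices named for endothelial cells held 287 cells with a median of 7389 UMIs, and those named for macrophages 288 cells with a median of 6846.5 UMIs. 

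The paper states that clock transcripts were found in a smaller fraction of endothelial cells than of macrophages, with lower pseudobulk means and lower SDs. Here the share of cells with a UMI was higher in endothelial cells for 15 of 18 clock genes. Thinned to 2000 UMIs, it was higher for 11. Endothelial cells were deeper, at a median of 7389 against 6846.5 UMIs, which raises their unthinned share. The mean was higher for 13 and the SD for 12. The edgeR log2 fold change was above 0 for 8 of the 13 tested, and for 11 of 18 without the filter on low counts. Per1 went the way the paper states, with a log2 fold change of -1.36. So did Bhlhe41, lower in endothelial cells in 4 of 4 libraries, which did not pass the filter on low counts and had log2 fold changes of -2.03 without that filter (edgeR adjusted p = 0.000116) and -2.10 under DESeq2 (adjusted p = 0.0203).

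The paper calls Tempo's uncertainties well calibrated. The clock model's interval of confidence 0.9 held the collection phase for 80.3% of SMCs, 76.6% of fibroblasts, 68.3% of endothelial cells and 65.3% of macrophages. That model is not Tempo. Its intervals were unshifted and hold the gene parameters fixed, so these shares do not test Tempo's calibration. The paper states that Tempo recovered the relative shift in all cell types. For the clock model the macrophage libraries departed from it by a median of 3.97 h, against 0.992 h in SMCs.

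The paper's mitochondrial filter removes cells above a fraction of 0.2, and the highest fraction in the matrices was 0.150. The paper's results section gives a collection interval of 4 h, and the time points it lists are 6 h apart.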

Other observations

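Of the tests reported in this part, those on the markers of the endothelial and macrophage matrices, on the clock gene means and likelihood ratios of these cell types, and on clock gene levels against free RNA were chosen only after the results were seen, and the planned comparison with random lists was read as a test of library differences only after its values were seen.

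The cell numbers and median library sizes the paper gives for endothelial cells are those of the macrophage matrices, and the reverse. Exchanged names in the matrices would put the markers in the wrong cell type, but 12 of 12 endothelial and macrophage markers were higher in the matrices of their own name. Exchanged names in the paper's values could be tested on its PCA errors, of which 2 of 4 were closer to the values of the other cell type here. The paper's and these PCA errors also differ in other cell types, so from the errors an exchange of names and no exchange cannot be told apart. The likelihood ratios scored on the observed counts go with an exchange in size alone, since their sign was nearly fixed by the fit. The 164 of endothelial cells here is closer to the paper's 184 for macrophages, and the 89.8 of macrophages to its 110 for endothelial cells. The shares of random lists with as many bulk cyclers go both ways, since 0.170 in macrophages is closer to the paper's 0.1165 for macrophages, and also closer than the endothelial 0.0035 to its 0.6759 for endothelial cells. Exchanged names in the paper's statements on clock expression would turn their direction, and 13 of 18 clock genes had the higher mean in the endothelial matrices. Among the 13 are Arntl and Nr1d2, which were higher there in 1 and 2 of 4 libraries and had log2 fold changes of -0.14 and -0.09. The edgeR log2 fold change was above 0 for 8 of the 13 clock genes tested, and for 11 of 18 without the filter on low counts. These counts of means and fold changes go with such an exchange by a small margin. In the endothelial matrices the unthinned share of cells with a UMI was higher for 15 of 18 clock genes. Thinned to 2000 UMIs, it was higher for 11. The counts were seen before they were tested, so the exchange remains a hypothesis. 

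The held-out likelihood of clock model phases above that of collection phase may come from phases scored on the counts they were estimated from. With UMIs divided at random, phases from 1 part gave the other part the higher likelihood in 0 of 10 divisions in SMCs and in 0 of 10 divisions in fibroblasts. Both counts are what that explanation predicts. Cells out of phase with their collection time are not excluded, because phases from fewer UMIs are less precise and a gain smaller than this loss would not be seen. 

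Clock gene UMIs in endothelial cells and macrophages may be free RNA from SMCs, in which case the clock genes would stand at the level of the SMC markers relative to SMCs. The median clock gene stood at 88.9% of its SMC level in endothelial cells and at 79.4% in macrophages. The SMC markers stood at a median of 15.1% (11.8% to 17.0%) and 12.2% (11.0% to 13.2%). In endothelial cells 17 of 17 clock genes compared were above every marker, and in macrophages 16 of 17. This argues against free RNA from SMCs as the whole origin of the clock UMIs, and a part of up to the markers' level stays open.

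The overlap of the genes of largest amplitude with bulk aorta cyclers may reflect differences between libraries unrelated to the time of day. In the order of collection 57 SMC genes (interval 44.8 to 70.4) and 36 fibroblast genes (26.5 to 46.5) were bulk cyclers. Differences that fall on genes without regard to cycling would give about the number in random lists matched for mean expression. The numbers were 6.61 and 6.84 times the random means, with random medians of 8 and 5, and 0 of 10000 random lists had as many in either cell type, which argues against such differences as the whole cause. With ZT12 and ZT18 exchanged there were 52 and 31, inside these intervals, and with ZT6 and ZT12 exchanged 45 and 20, the second of them below its interval. In endothelial cells the counts were 10 in the order of collection, 12 with ZT12 and ZT18 exchanged and 10 with ZT6 and ZT12 exchanged, and in macrophages 3, 2 and 2. A rhythmic gene keeps part of its amplitude when libraries are exchanged, so these counts decide nothing. In SMCs and fibroblasts a rhythm and library differences that fall mostly on genes able to cycle cannot be told apart, because each time point is 1 library and the bulk list holds no peak times to compare.

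The number of genes that differed between endothelial cells and macrophages was set against all divisions of the 8 sums into groups of 4, without the library block. Of 35 divisions, 1 gave as many genes as the real one (3800 genes), namely the real one itself. The authors had put the cells into the 2 types by their expression, so the real division had to stand out, and this count does not exclude chance. With library as a block, 1769 and 1889 of 8046 genes passed the edgeR threshold, and 12 of 12 markers were higher in their own cell type, among them Pecam1 at 26.9 against 0.118 UMIs per 10000 and C1qa at 43.9 against 0.00625. These values show 2 different kinds of cells, as the matrices were formed to hold, and how many of the genes differ for other reasons stays open.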
